# Insights into the correlation between Physiological changes in and seed development of tartary buckwheat (*Fagopyrum tataricum* Gaertn*.*)

**DOI:** 10.1186/s12864-018-5036-8

**Published:** 2018-08-31

**Authors:** Moyang Liu, Zhaotang Ma, Tianrun Zheng, Wenjun Sun, Yanjun Zhang, Weiqiong Jin, Junyi Zhan, Yuntao Cai, Yujia Tang, Qi Wu, Zizhong Tang, Tongliang Bu, Chenglei Li, Hui Chen

**Keywords:** nutrition, phytohormones, RNA sequencing (RNA-seq), seed development, tartary buckwheat, transcriptome

## Abstract

**Background:**

Tartary buckwheat *(Fagopyrum tataricum* Gaertn.) is a widely cultivated medicinal and edible crop with excellent economic and nutritional value. The development of tartary buckwheat seeds is a very complex process involving many expression-dependent physiological changes and regulation of a large number of genes and phytohormones. In recent years, the gene regulatory network governing the physiological changes occurring during seed development have received little attention.

**Results:**

Here, we characterized the seed development of tartary buckwheat using light and electron microscopy and measured phytohormone and nutrient accumulation by using high performance liquid chromatography (HPLC) and by profiling the expression of key genes using RNA sequencing with the support of the tartary buckwheat genome. We first divided the development of tartary buckwheat seed into five stages that include complex changes in development, morphology, physiology and phytohormone levels. At the same time, the contents of phytohormones (gibberellin, indole-3-acetic acid, abscisic acid, and zeatin) and nutrients (rutin, starch, total proteins and soluble sugars) at five stages were determined, and their accumulation patterns in the development of tartary buckwheat seeds were analyzed. Second, gene expression patterns of tartary buckwheat samples were compared during three seed developmental stages (13, 19, and 25 days postanthesis, DPA), and 9 765 differentially expressed genes (DEGs) were identified. We analyzed the overlapping DEGs in different sample combinations and measured 665 DEGs in the three samples. Furthermore, expression patterns of DEGs related to phytohormones, flavonoids, starch, and storage proteins were analyzed. Third, we noted the correlation between the trait (physiological changes, nutrient changes) and metabolites during seed development, and discussed the key genes that might be involved in the synthesis and degradation of each of them.

**Conclusion:**

We provided abundant genomic resources for tartary buckwheat and Polygonaceae communities and revealed novel molecular insights into the correlations between the physiological changes and seed development of tartary buckwheat.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5036-8) contains supplementary material, which is available to authorized users.

## Background

Tartary buckwheat (*Fagopyrum tataricum* Gaertn.) comprises twenty different species of extensively cultivated medicinal and edible crop species with excellent economic and nutritional values [1, 2]. Tartary buckwheat was domesticated in East Asia and is cultivated in Europe and North America [3]. Today, it is common in the Himalayan region and Southwest China, such as Sichuan Province. In 2016, global production was 2.3 million tons, with Russia and China accounting for 50% and 17% of the world’s total output, respectively (adopted from UN Food and Agriculture Organization, Corporate Statistical Database: http://www.fao.org/). Tartary buckwheat seeds are a rich source of four B vitamins, dietary fiber, protein and a variety of minerals, in which niacin, magnesium, manganese, phosphorus content is particularly high (adopted from USDA Food Composition Databases: https://ndb.nal.usda.gov/). Importantly, tartary buckwheat seeds are known for their high rutin content, which has been proven to be effective in preventing liver injury and especially inflammatory liver injury [4].

The development of most seeds can be divided into three stages: tissue differentiation, cell enlargement and mature dehydration. At the stage of tissue differentiation, a single-cell zygote forms a young embryo composed of cotyledons by cell division and differentiation [5, 6]. Seed development in higher plants is a very complex process involving many expression-dependent physiological changes and regulation of a large number of genes and phytohormones, and the development of tartary buckwheat seeds is no exception.

Although the regulatory networks of monocotyledonous plants (i.e. maize) seed development [7] and various nutritional and pharmacological effects of tartary buckwheat have been well studied [8–11], there are few reports on the gene regulatory network governing the physiological changes occurring during seed development of tartary buckwheat of dicotyledonous plants supported by the tartary buckwheat genome. Here, we characterized the seed development of tartary buckwheat using light and electron microscopy, quantification of phytohormone and nutrient accumulations using HPLC, and by profiling the expression of key genes through transcriptome profiling. By analyzing the correlation between phytohormone changes and seed development, we investigated embryo cell enlargement and primary dormancy of tartary buckwheat seeds. By analyzing the correlation between nutrient changes and seed development, we determined the gene regulatory network controlling the accumulation of rutin, starch, storage protein and soluble sugars during the development of tartary buckwheat seeds and analyzed the key genes. We provided abundant genomic resources for tartary buckwheat and Polygonaceae communities and revealed novel molecular insights into the correlations between the physiological changes and seed development of tartary buckwheat.

## Results

### In-depth description of the development of tartary buckwheat seed

The development of tartary buckwheat seed from anthesis to maturation was divided into five stages that include complex changes in development, morphology, physiology and phytohormone levels (Fig. 1a, b). The young fruit stage was 0-8 DPA, and the globular embryo gradually formed. At this time, the ovary cavity of the fruit was larger, and the seed was smaller, presenting light green coloration with deep grooves. During 8-14 DPA in the green fruit stage, the heart-shaped embryo formed in steps, the proportion of seeds in the fruit increased, the color of the fruit deepened, and the grooves became shallower. It is worth mentioning that the longitudinal diameter of the fruit reached the maximum at this time. At the discoloration stage (14-22 DPA), the fruit size reached the largest, the green color was the deepest, and the grooves were not obvious; the torpedo-shaped embryo also formed at this time. At the initial maturity stage (22-26 DPA), fruit weight reached the maximum, and the fruit began to show signs of water loss, turn yellow in color, became smaller in size, and developed deeper grooves. The mature stage was 26-30 DPA, during which time the color of the seed turned dark yellow, the seed filled up the entire fruit, and the cotyledon changed from transparent to white, showing the maturity of the embryo. The shape of the developing embryo in each developing seed is a more reliable time marker [12]. Based on the number of days postanthesis, the young fruit stage to maturity stage described here correspond to the globular embryo to the mature embryo in tartary buckwheat seeds.

**Fig. 1:**
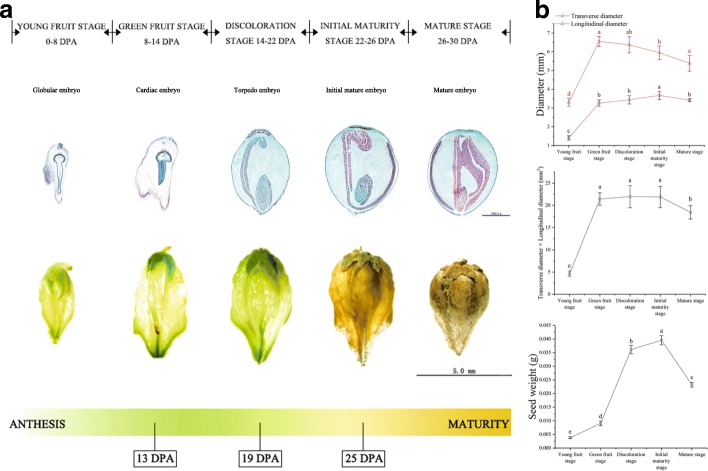
Observation and measurement of the development of tartary buckwheat seeds. **a** Five stages of tartary buckwheat seeds development. Top row shows each longitudinal sections of tartary buckwheat seeds at different developmental stages. Second row shows individual seeds at different developmental stages. Third row shows schematic representation of developmental stages studied during tartary buckwheat seed ontogeny. 13 DPA: Tartary buckwheat seed at green fruit stage for transcriptome experiment; 19 DPA: Tartary buckwheat seed at discoloration stage for transcriptome experiment; 25 DPA: Tartary buckwheat seed at initial maturity stage for transcriptome experiment. DPA, days-post-anthesis. **b** The seed size and weight at different developmental stages. Error bars were obtained from five measurements. Small letter(s) above the bars indicate significant differences (α = 0.05, LSD) among treatments

### Phytohormone accumulation at different stages of seed development

In buckwheat seeds, the content of gibberellin (GA_3_) was at a high level during the young fruit stage and peaked at 13 DPA with a value of 109.76 μg g^−1^ fresh weight (FW). After a sharp reduction until the discoloration stage, the content of GA_3_ decreased to the lowest value of 25.28 μg g^−1^ FW. The second increase occurred before the initial maturity stage and reached a maximum of 117.34 μg g^−1^ FW at 19 DPA. Throughout the development process, the GA_3_ content appeared as a fluctuation curve (Fig. 2a). The level of indole-3-acetic acid (IAA) also appeared as a fluctuation curve. The IAA content was high at young fruit stage and decreased sharply at green fruit stage. The second increase occurred before the discoloration stage and reached a value of 20.17 μg g^−1^ FW at 19 DPA, after which it decreased again from this time to the initial maturity stage, with the lowest value of 5.56 μg g^−1^ FW. After a sharp reduction, it started to increase again to a content of 6.05 μg g^−1^ FW (Fig. 2b). The content of zeatin (ZT) was at a high level during the young fruit stage and reached a peak value of 9.08 μg g^−1^ FW, after which it decreased sharply before the initial maturity stage. The content of ZT decreased to the lowest value of 0.41 μg g^−1^ FW, but after a sharp reduction before the maturity stage, it started to rise again to a content of 0.98 μg g^−1^ FW. Throughout the development process, the ZT content remained at a low level (Fig. 2c). The abscisic acid (ABA) content increased sharply and reached a peak value of 124.93 μg g^−1^ FW at the maturity stage (Fig. 2d). The peak of these three hormones in the process of seed development appeared in the order of ZT, IAA, GA_3_, and ABA (Fig. 2e). Among the four phytohormones, their proportions were different at different stages of seed development (Fig. 2f).

**Fig. 2:**
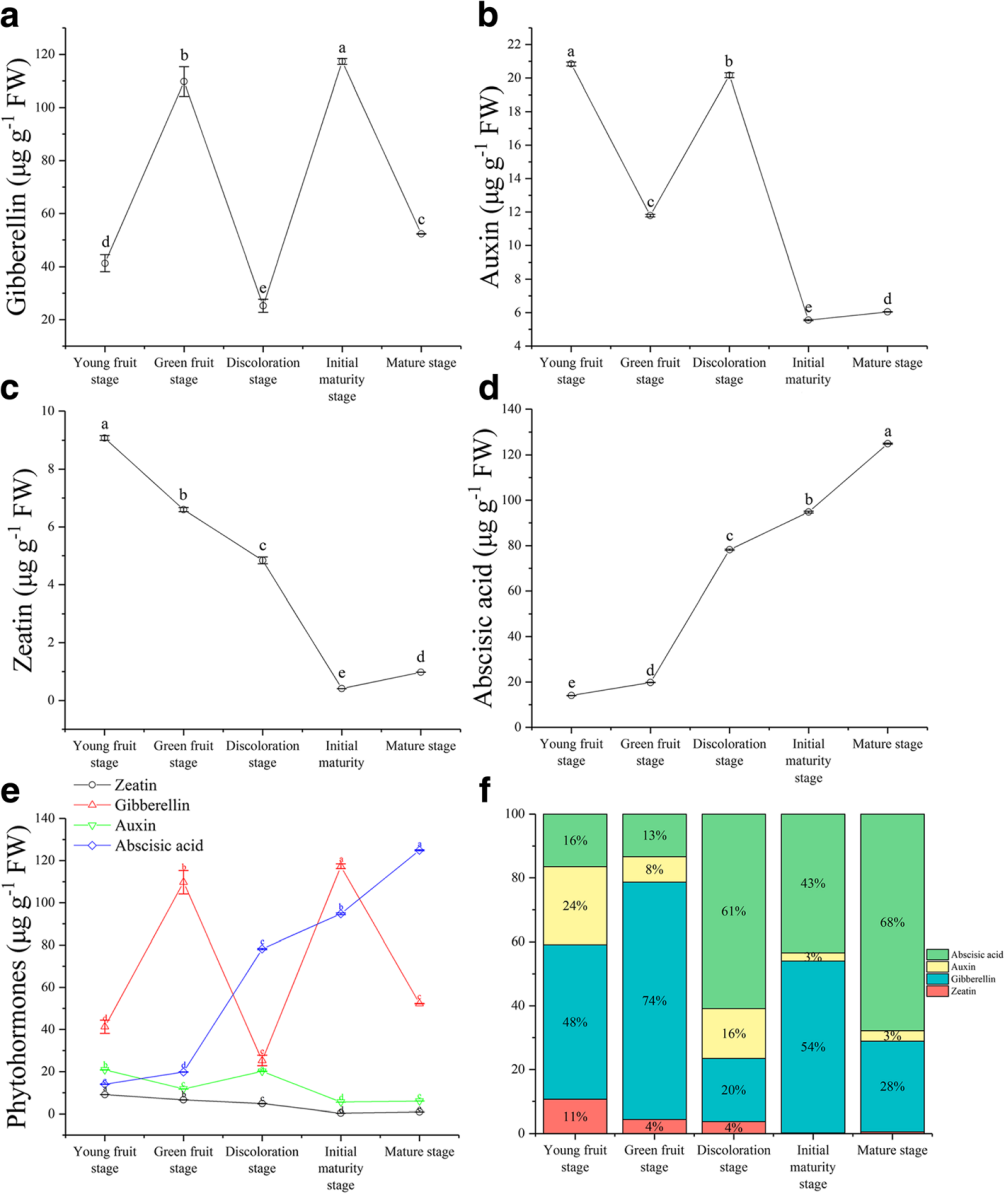
Changes in the levels of GA_3,_ IAA, ZT, and ABA during seed development in tartary buckwheat. **a-d** Changes of GA_3,_ IAA, ZT, and ABA content during seed development in tartary buckwheat, respectively. **e** GA_3_ (red line), IAA (green line), ZT (black line), and ABA (blue line) content at different developmental stages. **f** Phytohormone ratio during seed development in tartary buckwheat. Error bars were obtained from three measurements for **(a)**, **(b)**, **(c)**, **(d)** and **(e)**. Small letter(s) above the bars indicate significant differences (α = 0.05, LSD) among treatments

### Nutrient accumulation at different stages of seed development

As shown in Fig. 3, the four following components were quantified, namely, rutin, starch, total proteins and soluble sugars. The content of rutin increased linearly after anthesis and notably reached a peak value of 12 055.78 μg g^−1^ dry weight (DW) at the mature stage (Fig. 3a). The content of starch rapidly increased during the transition to green fruit stage and reached a maximum of 167.40 mg g^−1^ DW, after which it decreased linearly to a content of 102.53 mg g^−1^ DW (Fig. 3b). The content of total protein gradually increased after anthesis, notably from the discoloration stage to the initial maturity stage, and reached a maximum of 4.64 mg g^−1^ FW at the initial maturity stage, after which it started to drop rapidly to a content of 4.40 mg g^−1^ FW (Fig. 3c). The soluble sugar linearly increased from the young fruit stage to the discoloration stage and reached a peak value of 0.21 mg g^−1^ DW at the discoloration stage. After a slight drop, it started to rise again to a content of 0.18 mg g^−1^ DW (Fig. 3d). Among the four nutrients, starch dominated with relatively high proportions at the different stages of seed development (Fig. 3e).

**Fig. 3:**
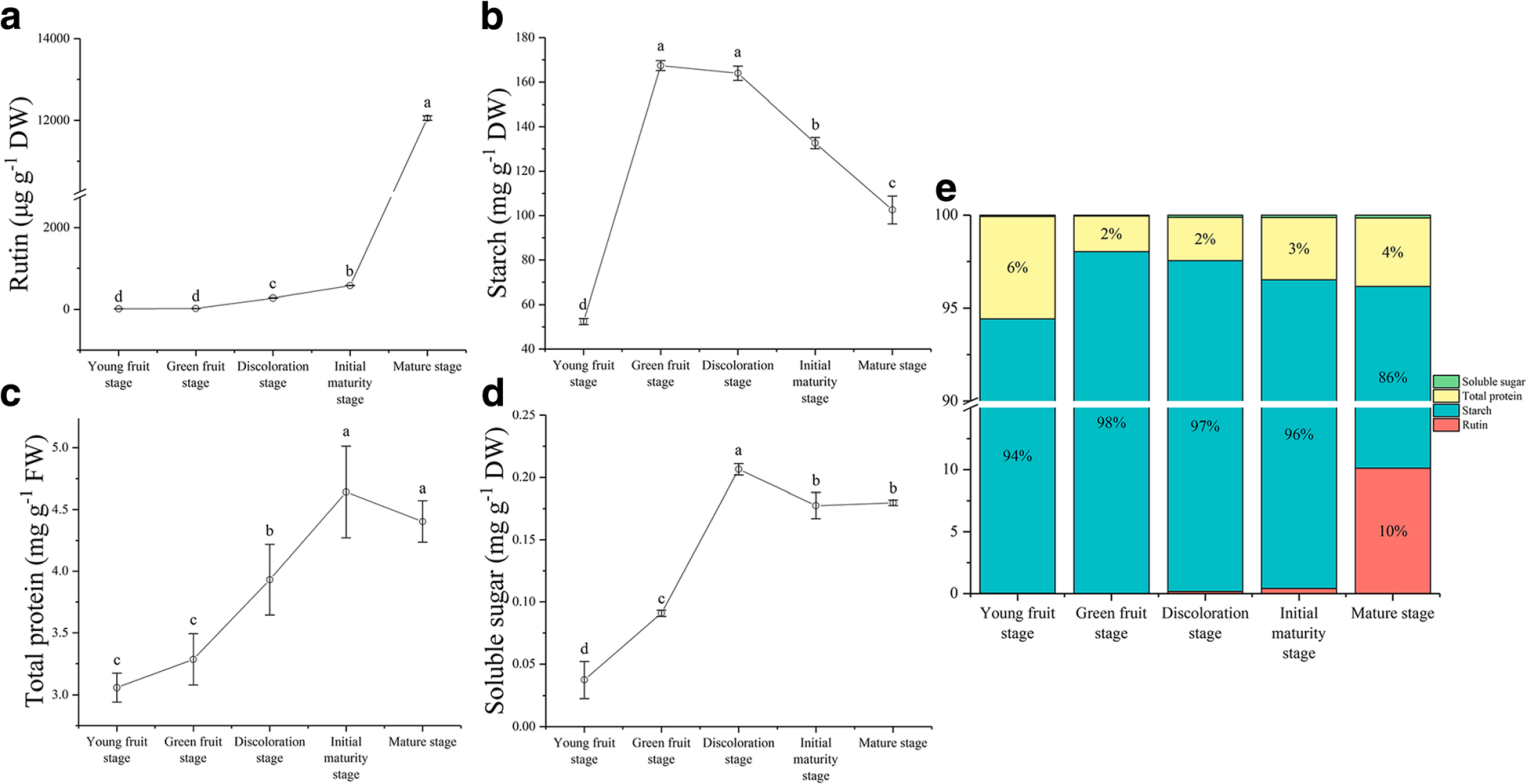
Changes in the levels of nutrients at different development stages of tartary buckwheat seed. **a-d** Changes of rutin, starch, total protein, and soluble sugar content during seed development in tartary buckwheat, respectively. **e** Nutrients ratio during seed development in Tartary buckwheat. The error bars were obtained from five measurements. Small letter(s) above the bars indicate significant differences (α = 0.05, LSD) among treatments

### Correlation between physiological and developmental changes in tartary buckwheat seeds

The linear relationship between seed maturity and physiological changes were analyzed. The results showed that total protein, ZT and ABA were significantly correlated with seed maturity, and the absolute values of the correlation coefficients were all greater than 0.94 (Fig. 4). Seed size (transverse diameter × longitudinal diameter) was positively related to starch, with a correlation coefficient value of 0.906. Longitudinal diameter was significantly related to starch, and the correlation coefficient was 0.972. Seed weight was positively related to soluble sugar, with a correlation coefficient value of 0.917 (Fig. 4). Total protein was significantly related to ABA and ZT, and the absolute values of the correlation coefficients were greater than 0.93. The total protein was positively related to ABA and was negatively related to ZT. ZT was negatively related to ABA, and the absolute value of the correlation coefficient was 0.922. However, rutin, GA_3_, IAA, seed size, seed weight and DPA were not significantly correlated (Fig. 4).

**Fig. 4:**
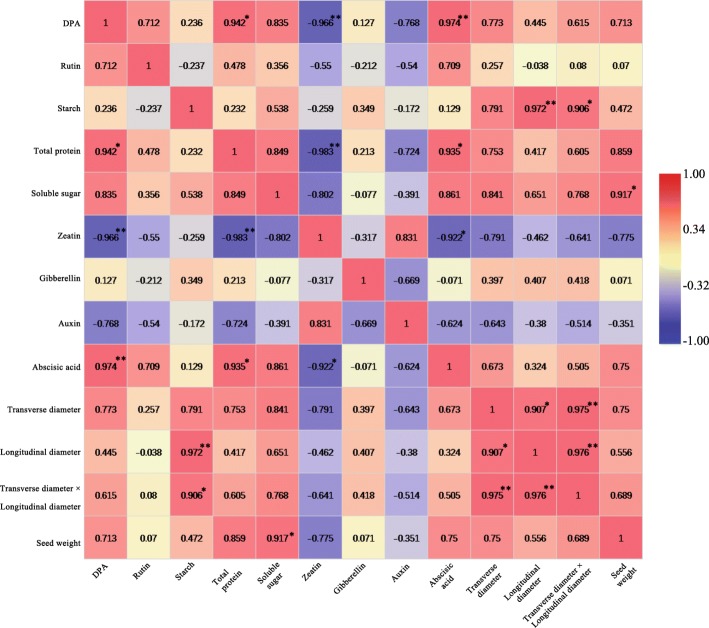
The correlation between physiological changes and seed maturity during seed development (7 DPA to 30 DPA). Digit: Pearson’s correlation coefficient; Red: positively correlated; Blue: negatively correlated. * and ** indicate significant correlation at 0.05 and 0.01 levels, respectively

### Transcriptomic profiles during seed development

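RNA-seq was performed on Tartary buckwheat seeds collected at 13, 19 and 25 DPA, with 3 replicates per stage and 9 libraries in all. The sample labels state that seeds of the 3 stages were taken from the same individual and that 3 plants served as replicates, without saying that the replicate number marks the plant. mRNA was enriched with oligo(dT) beads and sequenced as paired-end reads on an Illumina HiSeq instrument. The authors removed adaptors and low-quality sequence, aligned the clean reads to the Pinku1 genome with TopHat and added new genes from a Cufflinks assembly guided by the annotation. The tool that counted reads on genes, its strand setting and its treatment of reads with several matches are not given in the sources used here. The deposited counts cover 33940 genes, of which 31848 carry an identifier of the annotation and 2092 are new genes, and 30221 genes had a count in at least 1 library. The libraries of 13 DPA held 22002318 to 25811462 counts (median 24102725), those of 19 DPA 22337188 to 23108799 (median 22756151) and those of 25 DPA 22383404 to 23689017 (median 23625180). The deposited FPKM were made by the authors from the same counts, the gene length and the total of the library, with no scaling factor between libraries. Dividing counts by FPKM and library total gave the same length in all libraries for 30221 of the 30221 genes with a count, within 0.0001%. For the comparisons between stages, the counts were scaled by TMM and fitted in edgeR with the quasi-likelihood model over all 9 libraries. Genes with too few counts were left out by filterByExpr, and 23609 genes were tested. A gene was called a DEG at an FDR (Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test) of at most 0.05 and an absolute log2 fold change of at least 1. Log2 fold changes are given as the later stage minus the earlier stage, so a positive value means higher expression at the later stage.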

To comprehensively assess the change in the transcript profile, we analyzed RNAs from three seed developmental stages (13, 19, and 25 DPA). The raw reads of 9 samples ranged from 51 to 63 million, with an error rate of approximately 0.02, resulting in 7.61–8.84 G of clean bases (Additional file 1: Table S1). In exon region, intron region and intergenic region, the reading rates of mapping were 97.4, 0.68, and 1.93%, respectively (Fig. 5a). Approximately 91.94% of total reads were mapped to the reference genome. Among them, the unique map reads accounted for 86.0% of the total reads, and multiple map reads accounted for 5.94% (Fig. 5b, Additional file 1: Table S2). 

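For each 100 uniquely mapped read pairs, 96.2 to 97.1 counts were assigned to genes in the 13 DPA libraries, 94.4 to 96.1 in the 19 DPA libraries and 93.8 to 95.4 in the 25 DPA libraries, with the numbers of uniquely mapped pairs taken from the paper's Table S2. The share of multiply mapped reads that the paper reports in that table was 3.53 ± 0.607% (SD, n = 3) at 13 DPA, 6.99 ± 0.211% at 19 DPA and 7.29 ± 0.225% at 25 DPA, so the difference between 13 DPA and the later stages was larger than the spread between replicates. Counts above 0 were found for 28036 ± 313 genes (SD, n = 3) at 13 DPA, 26805 ± 520 genes at 19 DPA and 25695 ± 337 genes at 25 DPA.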

The overall quality of the RNA-seq data was evaluated by correlation analysis between samples and principal component analysis (PCA) of biological replicates (Fig. 5d). 

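Pearson correlations of log10(FPKM + 1) were computed across the 33940 genes for the 36 pairs of libraries and squared. These are correlations across genes, which are not independent replicates. Between replicates, R2 was 0.904 to 0.955 at 13 DPA, 0.904 to 0.955 at 19 DPA and 0.958 to 0.961 at 25 DPA. Between stages, R2 was 0.757 to 0.936 for 13 DPA with 19 DPA, 0.773 to 0.887 for 19 DPA with 25 DPA and 0.622 to 0.784 for 13 DPA with 25 DPA. Of the 27 pairs of libraries from different stages, 2 also had an R2 above 0.90. Both include 13 DPA replicate 2, with 0.936 for 19 DPA replicate 1 and 0.906 for 19 DPA replicate 3. Its R2 with 13 DPA replicates 1 and 3 was 0.945 and 0.904. Each of the 36 values lay within 0.000494 of the value in the paper's Table S3. The lowest R2 between replicates moved most when FPKM were used without a log, to 0.514, and was 0.787 when only genes with a mean FPKM of at least 1 were kept.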

The correlation coefficients between all biological replicate samples were greater than 0.90 (Fig. 5c, Additional file 1: Table S3). 

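Principal components were computed from log2(FPKM + 1) of the genes above 0 in at least 1 library. The first component held 73.5% of the variance, the second 11.5% and the third 5.75%. The mean distance between replicates over all genes was 112 at 13 DPA, 104 at 19 DPA and 77.2 at 25 DPA, in units of log2(FPKM + 1). With log2 CPM of the TMM-scaled counts the distances were 126, 139.5 and 124 in the same order. The library most similar to each of the 9 was another replicate of its own stage by the correlation of log10(FPKM + 1), but with FPKM without a log 13 DPA replicate 2 was most similar to 19 DPA replicate 1 (R2 0.922).

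**Figure D1:**
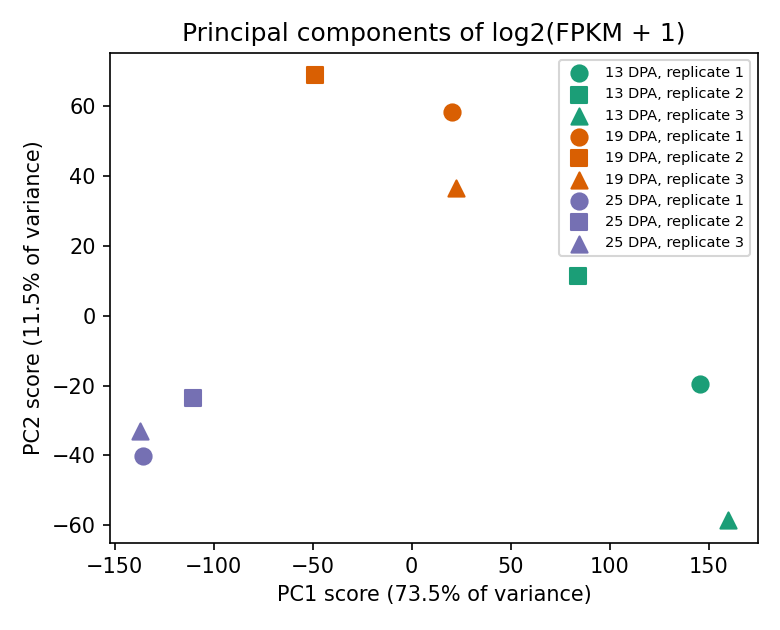
Scores of the 9 libraries on the first component (x axis, 73.5% of the variance) and the second component (y axis, 11.5% of the variance). Colours mark the stage and shapes the replicate; 13 DPA lies at the right, 25 DPA at the left and 19 DPA between them with higher scores on the second component.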

Three biological replicates, especially at 19 DPA, were significantly clustered, indicating that the expression patterns in the sample had high similarity and that the sequencing data could be used to analyze the differential expression of the genes. The expression levels of the genes were estimated by the fragments per kilobase of transcripts per million mapped fragments (FPKM) [13]. The level of gene expression showed a similar trend among the three samples, and the expression level of most genes was relatively low (Fig. 5e).

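Of all genes, 36.2 ± 1.83% (SD, n = 3) had an FPKM below 1 at 13 DPA, 42.0 ± 2.18% at 19 DPA and 47.8 ± 1.58% at 25 DPA. An FPKM below 10 was found for 63.4 ± 3.00%, 74.7 ± 3.04% and 78.1 ± 1.47% of genes. The median FPKM fell from 4.27 ± 0.773 at 13 DPA to 2.23 ± 0.417 at 19 DPA and 1.26 ± 0.210 at 25 DPA, and the values of the 3 stages did not overlap. FPKM express each gene as a share of its library, and this share depends on the most abundant genes. The 10 most abundant genes of each library took 5.82 to 18.0% of the counts at 13 DPA, 29.3 to 36.5% at 19 DPA and 33.9 to 35.9% at 25 DPA. Of the 14 genes among the 10 most abundant of any stage, 4 are named in the paper, and these 4 are 11S globulin genes. The TMM factors, which set libraries to the bulk of the genes, had a geometric mean of 1.56 at 13 DPA, 0.884 at 19 DPA and 0.724 at 25 DPA.

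**Figure D2:**
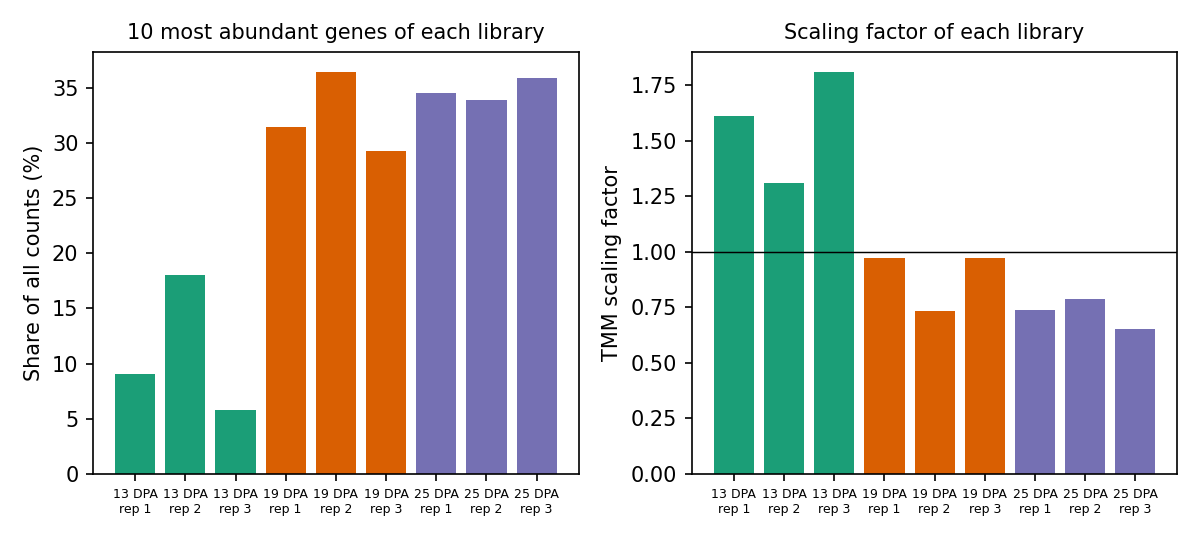
Share of all counts taken by the 10 most abundant genes of each library (left, percent) and TMM scaling factor of each library (right, no unit; the line marks a factor of 1). Each bar is 1 library; the 13 DPA libraries have the lowest shares and the factors above 1.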

**Fig. 5:**
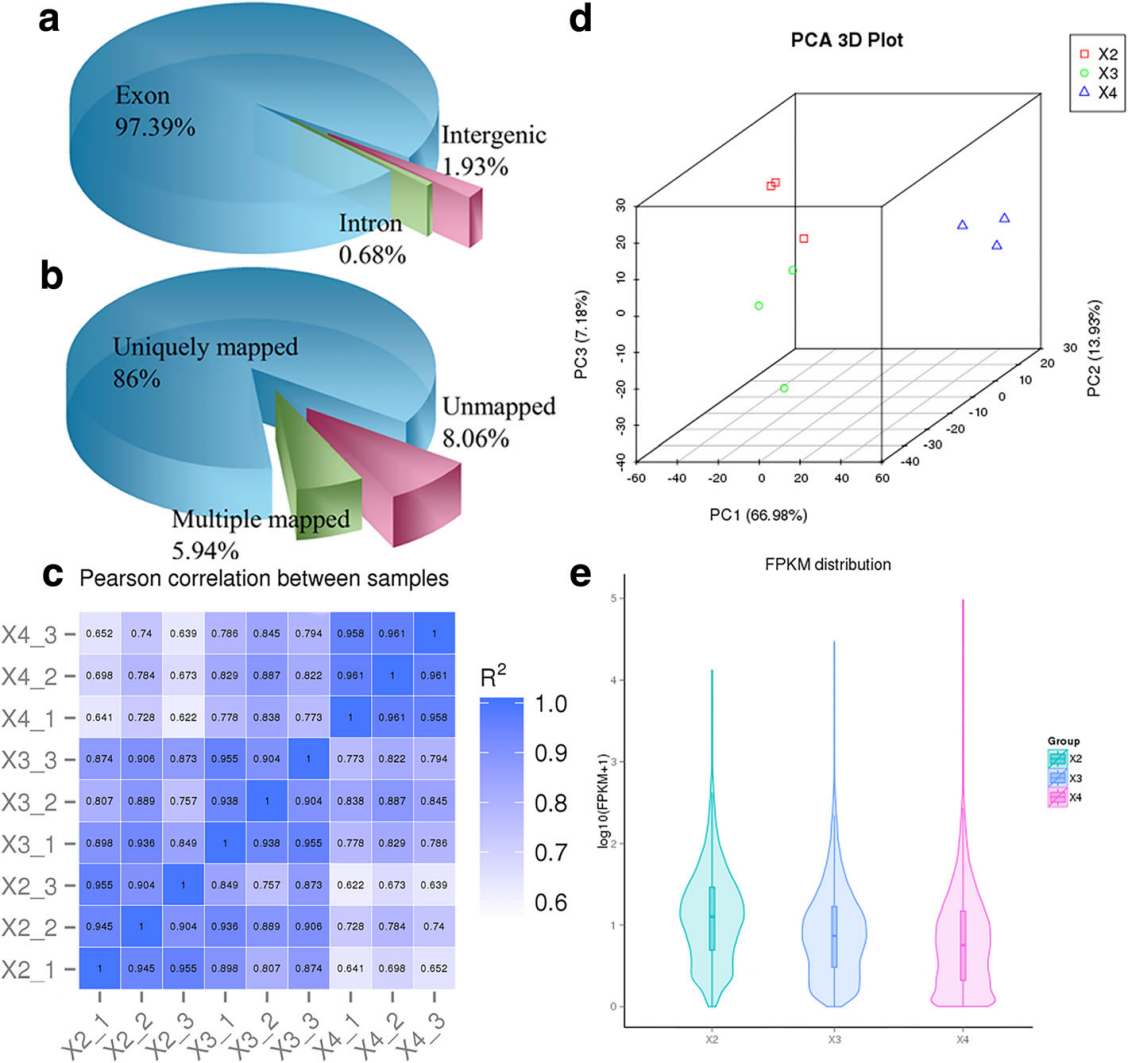
Distribution and quality of reads in different samples. **a** Distribution of overall mapped reads for all samples in the different regions. **b** Overall results of paired-end reads (PEs) for all samples mapped to the reference genome. **c** Correlation between samples. **d** Principal component analysis (PCA) among biological replicates. **e** Gene expression distribution (FPKM) in three samples

### Analysis of differentially expressed genes during seed development

To understand gene expression during tartary buckwheat seed development (13, 19, and 25 DPA), we compared and analyzed the DEGs in two pairs of samples (13 DPA vs 19 DPA, 19 DPA vs 25 DPA). A total of 9 765 DEGs were divided into 6 groups (Fig. 6a). Similarly, they could be divided into two broad categories according to their expression patterns. 

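DEGs in at least 1 of the 3 pairs of stages numbered 11067, and 7972 DEGs were called in 13 DPA vs 19 DPA or 19 DPA vs 25 DPA. A further 3095 DEGs were called only between 13 DPA and 25 DPA. The number over the 3 pairs moved most when libraries were scaled by total counts alone, to 15614.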

The first category contained groups III, IV and VI, with upregulated genes. 

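By the stage means of log2 CPM after TMM scaling, 3428 of the 11067 DEGs (31.0%) rose from 13 to 19 DPA and again from 19 to 25 DPA. A further 1677 (15.2%) were highest at 19 DPA. Of the DEGs called at each of these steps, 287 rose at both.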

The second category contained groups I, II, and V, in which the genes showed downregulation patterns. In detail, groups III and IV showed a gradual upward trend during the seed development stage. The genes in group VI were upregulated at 25 DPA compared with those at 13 DPA and 19 DPA. 

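A rise both from 19 to 25 DPA and from 13 to 25 DPA was called for 1447 DEGs that were not called between 13 and 19 DPA.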

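Expression fell from 13 to 19 DPA and again from 19 to 25 DPA in 4935 of the DEGs (44.6%), by the stage means after TMM scaling. The remaining 1027 (9.28%) were lowest at 19 DPA. Of the DEGs called at each step, 417 fell at both.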

Groups I, II and V showed a decreasing trend at the stage of seed development (Fig. 6b). 

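Between 13 and 19 DPA, 2024 DEGs were called, of which 970 were higher and 1054 lower at 19 DPA. Between 19 and 25 DPA, 6793 DEGs were called, of which 2189 were higher and 4604 lower at 25 DPA. The paper does not state whether its up and down counts follow its Table 2, which gives the earlier stage over the later one. That table labels genes lower at 25 DPA as UP, so on its scale a DEG higher at the later stage is downregulated. The paper's larger group at 19 vs 25 DPA is its upregulated one. Here DEGs lower at 25 DPA outnumbered the higher ones in each of the 24 settings. This argues against reading the paper's upregulated DEGs of that step as higher at 25 DPA. For 13 vs 19 DPA the larger direction depended on the setting and does not decide. With the replicate number as a block, 2743 DEGs were called between 13 and 19 DPA, 1441 higher and 1302 lower at 19 DPA, so the larger direction changed. At this step DEGs higher at 19 DPA also outnumbered the lower ones with DESeq2 (1669 and 1613) and without 13 DPA replicate 2 (1747 and 1318), 19 DPA replicate 1 (520 and 517) or 19 DPA replicate 3 (647 and 531). From 19 to 25 DPA, 3933 were higher and 5394 lower with no fold limit, and 3828 and 4725 with an FPKM limit in its place. The split between directions also depended on the scaling. With total counts in place of TMM, 7955 DEGs were called between 13 and 19 DPA (594 higher, 7361 lower) and 6740 between 19 and 25 DPA (1218 higher, 5522 lower). That scaling moved the median log2 fold change of all genes tested from -0.03 to -0.85 for the first pair and from -0.02 to -0.32 for the second. The share of DEGs that were higher at the later stage was 47.9% with TMM and 7.47% with total counts for 13 vs 19 DPA, and 32.2% and 18.1% for 19 vs 25 DPA. Leaving out a single library changed the number for 13 vs 19 DPA from 2024 to between 402 (without 13 DPA replicate 1) and 3065 (without 13 DPA replicate 2). The same step gave 724 without 13 DPA replicate 3, 1037 without 19 DPA replicate 1, 672 without 19 DPA replicate 2 and 1178 without 19 DPA replicate 3. Among genes the paper does not name, those with the largest fitted log2 fold changes, a mean FPKM of at least 10 in the higher stage and no overlap between the counts of the replicates as deposited were as follows, though the rank of genes with 0 to 3 counts depends on the fit. FtPinG0003328500.01 had 720, 503 and 1232 counts at 13 DPA and 1 count in each library of 19 DPA (edgeR FDR 1.32e-04). FtPinG0005338000.01 had 53, 21 and 17 counts at 13 DPA and 81, 1063 and 68 at 19 DPA (log2 fold change 4.83, standard error 1.25, edgeR FDR 0.0424), a difference carried mostly by 19 DPA replicate 2 and called in 13 of 24 settings. FtPinG0008880800.01 had 0, 0 and 2 counts at 19 DPA and 49, 17 and 199 at 25 DPA (edgeR FDR 0.00829). FtPinG0002896200.01 had 36, 1 and 574 counts at 19 DPA and 0 in every library of 25 DPA (edgeR FDR 0.0462), and was called in 12 of 24 settings. A count of 0 allows up to 3, so its libraries of 19 and 25 DPA are not told apart without overlap.

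**Figure D3:**
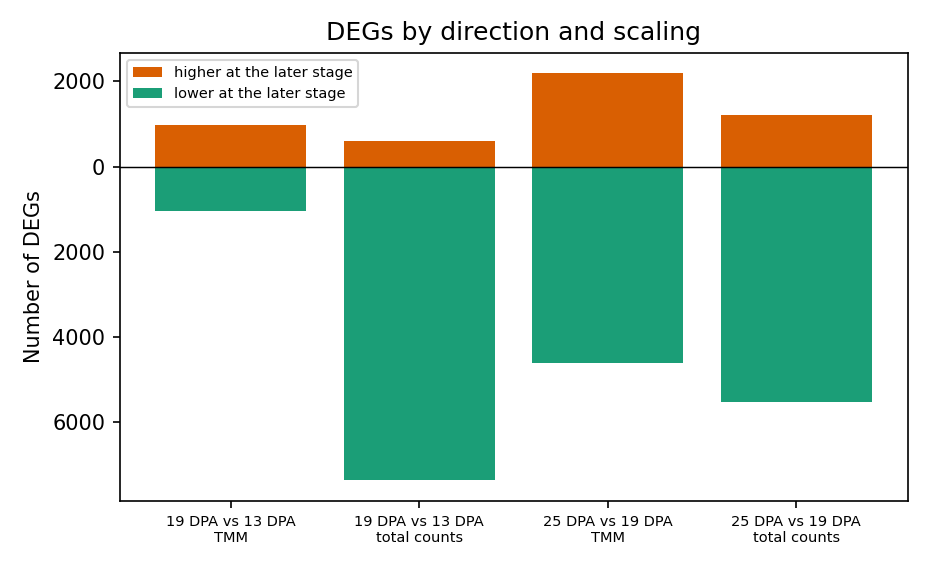
Number of DEGs (y axis) for 19 DPA vs 13 DPA and 25 DPA vs 19 DPA with TMM and with total counts (x axis). Bars above 0 are DEGs higher at the later stage and bars below 0 are DEGs lower at the later stage; with total counts 7361 DEGs are lower at 19 DPA, against 1054 with TMM.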

We found significant differences in gene expression during seed development and detected 1 529 DEGs (791 downregulated and 738 upregulated) at 13 DPA vs 19 DPA and 5 998 DEGs (2 337 downregulated and 3 661 upregulated) at 19 DPA vs 25 DPA (Fig. 6c). Besides, the expression profiles of 20 genes in the 13DPA, 19DPA, and 25 DPA, based on RT-qPCR, were consistent with the RNA-seq results with a Pearson correlation coefficient of 0.31 (P < 0.05) (Additional file 1: Table S6). To characterize the expression pattern of genes during tartary buckwheat seed development, we analyzed the overlapping DEGs in different sample combinations and measured 665 DEGs in the three samples (Fig. 6d); in the comparisons of 13 DPA vs 19 DPA and 19 DPA vs 25 DPA, there were 864 and 5 244 DEGs, respectively (Fig. 6d).

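The pairs 13 DPA vs 19 DPA and 19 DPA vs 25 DPA shared 845 DEGs, with 1179 called only in the former and 5948 only in the latter. If the calls of the pairs were independent, 582 shared genes would be found by chance. Of the shared DEGs, 417 fell at both steps, 287 rose at both, 74 rose and then fell, and 67 fell and then rose. The pairs share the 19 DPA libraries, so 9 libraries with no difference between stages were simulated in 20 draws, and in another 20 with the 13 and 19 DPA libraries of a number correlated at 0.479, the mean of their r. In each draw at most 1 DEG was called in a pair, so that 0 were shared decides nothing here. An unadjusted p under 0.05 in both pairs was found for a median of 250 genes (208 to 278) in the first draws and 72.5 (60 to 84) in the second, against 3399 in the data. Of such genes, a median of 98.5% and 97.2% had opposite directions in the draws, against 26.0% in the data. The correlation of log2 fold changes across genes was 0.246 in the data and had a median of -0.51 (-0.52 to -0.49) and -0.38 (-0.41 to -0.37) in the draws. The draws hold no difference between stages, so the larger number of genes in the data was fixed in advance. They show only that the shared 19 DPA libraries alone give mostly opposite directions. Whether the overlap exceeds that of unrelated changes at the 2 steps cannot be told from them. With the replicate number as a block, 1229 DEGs were shared. The number of shared DEGs moved most with total counts, to 2802, and without 13 DPA replicate 1 it was 187. It was 1334 without 13 DPA replicate 2, 319 without 13 DPA replicate 3, 372 without 19 DPA replicate 1, 351 without 19 DPA replicate 2 and 380 without 19 DPA replicate 3.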

**Fig. 6:**
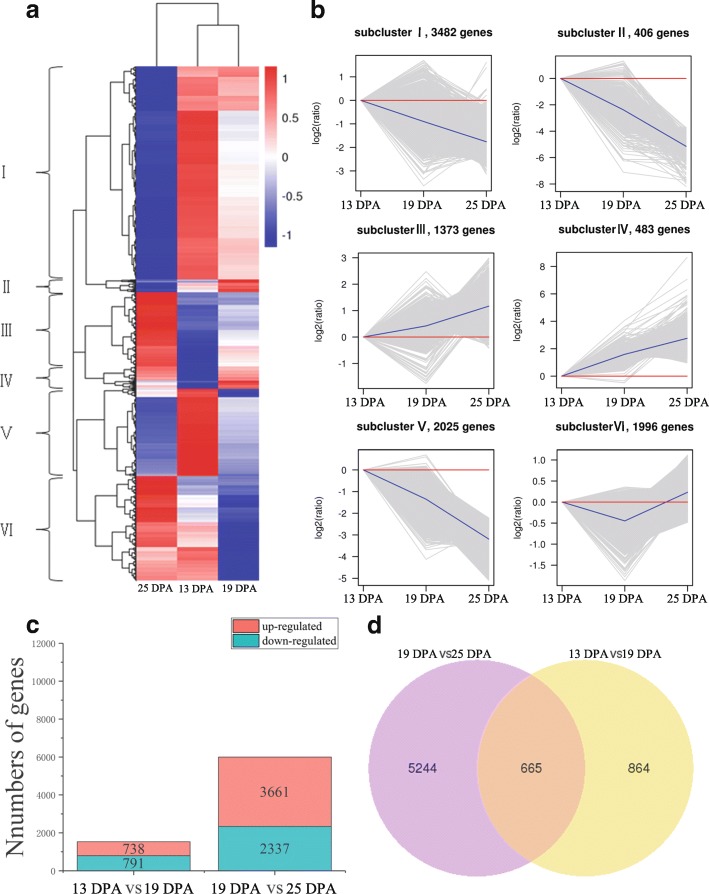
DEGs in three samples. **a** Heat map of scaled FPKM values in three samples 13 DPA, 19 DPA, and 25 DPA. Red: high expression; Blue: low expression. **b** Expression profile of six clusters correspondance to the Hierarchical cluster result. **c** Number of up- and down-regulated DEGs in two sample pairs 13 DPA vs 19 DPA, and 19 DPA vs 25 DPA. **d** Venn diagram of the numbers of expressed genes in sample pairs 13 DPA vs 19 DPA, and 19 DPA) vs 25 DPA

### Expression patterns of DEGs related to phytohormones during seed development

Phytohormones affect gene expression and transcription levels, cellular division, and plant growth [14]. Therefore, we identified the DEGs related to phytohormones. 

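The list of phytohormone genes in Table S4 holds 277 identifiers, of which 276 were matched in the deposited files and 191 had enough counts to be tested. By hormone, the list holds 185 genes for auxin, 37 for gibberellin, 35 for abscisic acid and 20 for cytokinin.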

The results showed that 277 genes were associated with four major phytohormones, including ABA (35 genes), IAA (185 genes), ZT (20 genes) and GA_3_ (37 genes) (Additional file 1: Table S4). These genes are related to all aspects of phytohormone homeostasis, including biosynthesis (33 genes), metabolism (15 genes), receptors (26 genes), responses (3 genes), signal transduction (178 genes) and transportation (22 genes) (Table 1). The number of them found in a complex regulatory network of seed development are presented on Fig. 7a. 

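Of the phytohormone genes tested, 22 were DEGs between 13 and 19 DPA, 10 higher and 12 lower at 19 DPA, and 28 were called when adjusted over the list alone. Between 19 and 25 DPA, 71 were DEGs, 16 higher and 55 lower at 25 DPA, and again 71 when adjusted over the list alone. On the scale of Table 2, earlier over later stage, those higher at the later stage would be downregulated. At 13 vs 19 DPA the DEGs were 10 auxin, 6 abscisic acid and 6 gibberellin genes, and at 19 vs 25 DPA they were 37 auxin, 18 abscisic acid, 13 gibberellin and 3 cytokinin genes. The paper introduces the list as DEGs related to phytohormones in these libraries, so the adjustment over the list is not independent evidence. With total counts the DEGs were 4 higher and 74 lower at 19 DPA for the first step, 15 of them among the 22, and 12 higher and 64 lower at 25 DPA for the second. With the replicate number as a block, 35 phytohormone DEGs were called between 13 and 19 DPA (20 higher, 15 lower). The alternative that moved this number most was limma on log2(FPKM + 0.1), with 85 DEGs. It was 5 without 13 DPA replicate 1, 38 without 13 DPA replicate 2, 9 without 13 DPA replicate 3, 11 without 19 DPA replicate 1, 6 without 19 DPA replicate 2 and 12 without 19 DPA replicate 3.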

We detected 17 DEGs (9 downregulated DEGs and 8 upregulated DEGs) in 13 DPA vs 19 DPA and 57 DEGs (16 downregulated DEGs and 41 upregulated DEGs) in 19 DPA vs 25 DPA (Fig. 7i). In 13 DPA vs 19 DPA, the DEGs were mostly enriched in 4 KEGG pathways in the KEGG database (False discovery rate (FDR) < 0.05) (Fig. 7b). However, a Gene Ontology (GO) analysis indicated that DEGs were not significantly enriched (FDR < 0.05) (Fig. 7d). In 19 DPA vs 25 DPA, the DEGs were mostly enriched in 6 KEGG pathways in the KEGG database (FDR < 0.05) (Fig. 7c). A GO analysis indicated that 27 terms involving biological process (Fig. 7e), 9 terms involving cellular component (Fig. 7f), and 3 terms involving molecular function (Fig. 7h) were significantly enriched (FDR < 0.05) (Fig. 7e).

**Table 1:** Genes related to phytohormones during seed development of tartary buckwheat

	Number of DEGs	Biosynthesis	Metabolism	Receptor	Response	Signal transduction	Transportion
ABA	35	0	8	16	0	11	0
IAA	185	0	0	6	0	157	22
ZT	20	13	7	0	0	0	0
GA_3_	37	20	0	4	3	10	0
Total	277	33	15	26	3	178	22

**Fig. 7:**
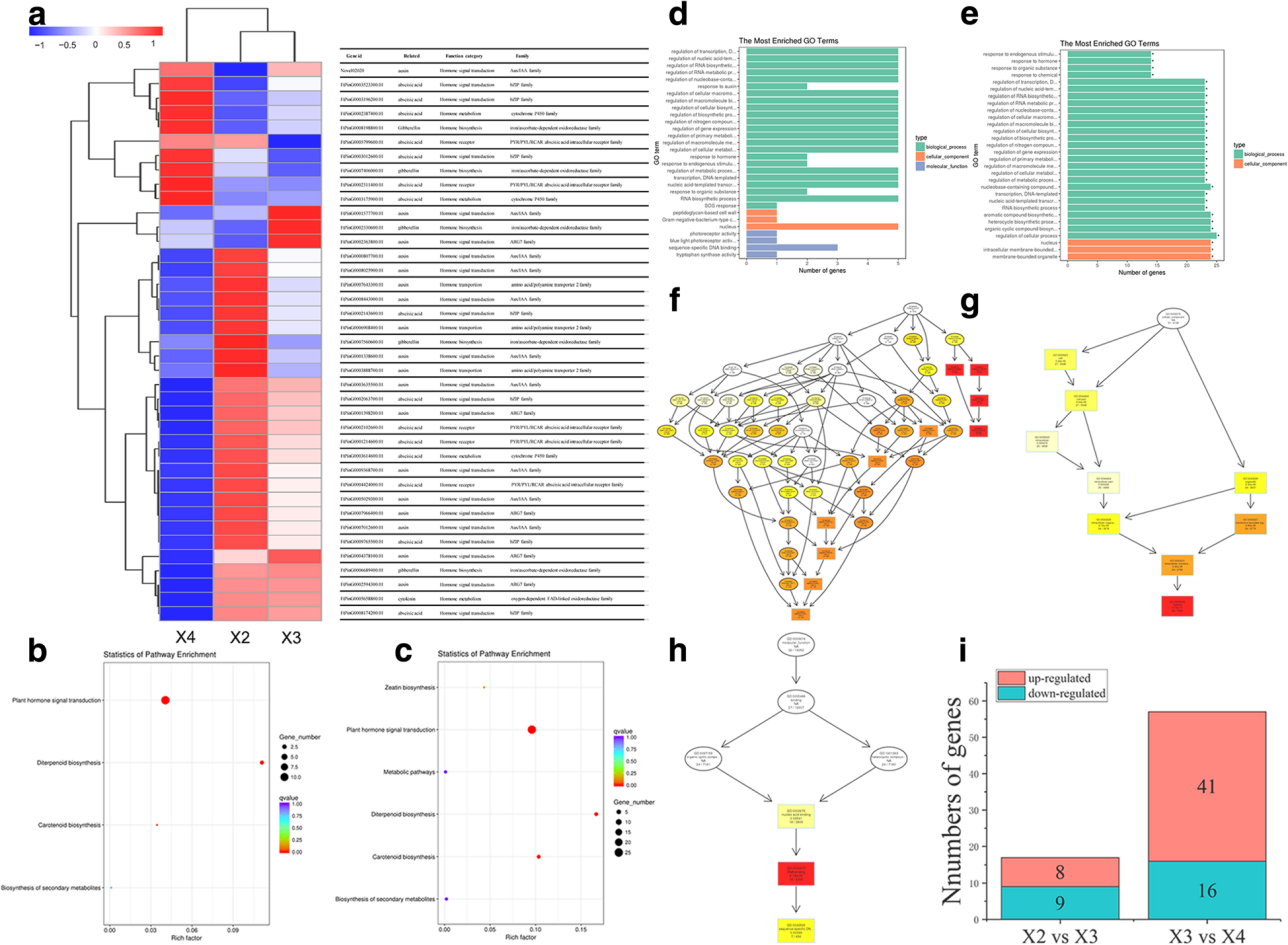
DEGs related to phytohormones in three samples. **a** Hierarchical cluster of the DEGs related to phytohormones in X2 (13 DPA), X3 (19 DPA), and X4 (25 DPA). Red: high expression; Blue: low expression. **b** Scatterplot of KEGG pathway enrichment in X2 (13 DPA) vs X3 (19 DPA) (FDR< 0.05). **c** Scatterplot of KEGG pathway enrichment in X3 (19 DPA) vs X4 (25 DPA) (FDR< 0.05). Rich factor is the ratio of the number of DEGs to the number of background genes in a KEGG pathway. **d** GO classification of DEGs in X2 (13 DPA) vs X3 (19 DPA) (FDR< 0.05). **e** GO classification of DEGs in X3 (19 DPA) vs X4 (25 DPA) (FDR< 0.05). The top 30 enriched GO classifications are listed. Stars above bars indicate the amounts of differentially expressed genes are significantly higher or lower than the amounts of genes in random samples from the GO classification of all genes. **f** DEGs related to phytohormones enriched biological processes in X3 (19 DPA) vs X4 (25 DPA). **g** DEGs related to phytohormones enriched cellular component in X3 (19 DPA) vs X4 (25 DPA). **h** DEGs related to phytohormones enriched molecular function in X3 (19 DPA) vs X4 (25 DPA). The different color frames indicate the extent of significance. Yellow: significant; Red: extremely significant. **i** Number of up- and down-regulated DEGs in two sample pairs X2 (13 DPA) vs X3 (19 DPA), and X3 (19 DPA) vs X4 (25 DPA)

### Expression patterns of DEGs related to flavonoids during seed development

Tartary buckwheat is rich in flavonoids, including rutin and other flavonoids [15]. As a result, 47 genes were annotated as related to flavonoids. Among these genes, the DEGs included 3 phenylalanine ammonia-lyase (PAL), 4 chalcone synthase (CHS), 2 chalcone isomerase (CHI), 8 flavonol synthase (FLS), 6 flavonoid 3',5'-hydroxylase, 14 UDP-glucose flavonoid, and 10 flavonoid 3'-monooxygenase (Additional file 1: Table S5). 

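Of the 47 flavonoid genes, 47 were matched in the deposited files and 31 were tested. Between 13 and 19 DPA, 8 were DEGs (7 higher and 1 lower at 19 DPA), namely 5 UDP-glucose flavonoid genes, 2 flavonoid 3'-monooxygenase genes and 1 FLS gene, and 12 were called when adjusted over the list alone. Between 19 and 25 DPA, 20 were DEGs (8 higher and 12 lower at 25 DPA), namely 8 UDP-glucose flavonoid, 4 FLS, 3 flavonoid 3'-monooxygenase, 2 CHS, 2 flavonoid 3',5'-hydroxylase and 1 CHI gene, and 23 were called when adjusted over the list alone. With total counts 3 were higher and 5 lower at 19 DPA, 4 of them among the 8, and 5 were higher and 17 lower at 25 DPA than at 19 DPA. The first number moved most without 13 DPA replicate 1, to 1. It was 2 without 13 DPA replicate 3, 3 without 19 DPA replicate 1 or 2, 4 without 19 DPA replicate 3 or 25 DPA replicate 3, 5 without 25 DPA replicate 1 or 2, and 10 without 13 DPA replicate 2. The table used here groups 5 genes as flavonoid 3',5'-hydroxylase and 11 as flavonoid 3'-monooxygenase.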

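In each of the classes PAL, CHS, CHI, FLS, flavonoid 3',5'-hydroxylase, flavonoid 3'-monooxygenase and UDP-glucose flavonoid genes, at least 1 gene had a mean FPKM of at least 1 at 13, 19 and 25 DPA. The highest mean FPKM of a class at 13 DPA was 335 in FLS, 201 in CHS, 76.3 in PAL, 65.5 in CHI, 55.0 in flavonoid 3'-monooxygenase, 34.5 in UDP-glucose flavonoid genes and 14.7 in flavonoid 3',5'-hydroxylase. At 19 DPA it was 389 in FLS, 265 in CHS, 93.3 in PAL and 50.2 in CHI. In UDP-glucose flavonoid genes it was 42.4 at 19 DPA, in flavonoid 3'-monooxygenase 33.5 and in flavonoid 3',5'-hydroxylase 14.2. At 25 DPA it was 77.9 in FLS, 74.8 in UDP-glucose flavonoid genes, 49.7 in PAL, 24.3 in CHS, 14.4 in flavonoid 3'-monooxygenase, 7.61 in CHI and 4.21 in flavonoid 3',5'-hydroxylase. The highest gene of a class can differ between stages, as in PAL, where it was FtPinG0003900700.01 at 13 DPA and FtPinG0008236900.01 at 25 DPA, and deposited FPKM carry no scaling between libraries, so these values give no direction for a class. Of the genes called between 13 and 25 DPA, 2 PAL, 2 CHS, 1 CHI and 1 flavonoid 3',5'-hydroxylase gene were lower at 25 DPA, 2 flavonoid 3'-monooxygenase genes were higher, 2 FLS genes were higher and 3 lower, and 6 UDP-glucose flavonoid genes were higher and 3 lower. With total counts, 2 flavonoid 3',5'-hydroxylase genes were lower, 2 flavonoid 3'-monooxygenase genes higher and 1 lower, 1 FLS gene higher and 4 lower, and 5 UDP-glucose flavonoid genes higher and 5 lower, with PAL, CHS and CHI as before.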

According to their level of expression by developmental stage, they have at least one highly expressed member at all developmental stages. In 13 DPA vs 19 DPA, the DEGs were mostly enriched in phenylalanine metabolism pathways (ath00360) in the KEGG database (FDR < 0.05) (Additional file 1: Figure S1b), including 1 DEG (Table 2). 

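FtPinG0008236900.01, the PAL gene of Table 2, had a mean FPKM of 61.1 ± 21.3 at 13 DPA and 93.3 ± 2.38 at 19 DPA (SD, n = 3), and a log2 fold change of 1.38 (standard error 0.41, edgeR FDR 0.0665). It was not called a DEG in this fit. Its log2 fold change was positive in each of the 23 alternatives, from 0.61 to 1.85, with an FDR of 0.0101 to 0.214. It was called with DESeq2 and without 13 DPA replicate 2 (1.85). On the scale of Table 2, which gives the earlier stage over the later one, the value is -1.38.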

In 19 DPA vs 25 DPA, 4 DEGs were mostly enriched in flavonoid biosynthesis pathways (ath00941) in the KEGG database (FDR < 0.05) (Additional file 1: Figure S1c, Table 2). These DEGs showed a higher expression in the flavonoid biosynthesis pathway from 13 DPA to 19 DPA (Additional file 1: Figure S1a).

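The 4 genes of Table 2 for this pair were each lower at 25 DPA. The CHS gene FtPinG0008131000.01 had a log2 fold change of -3.21 (standard error 0.59, edgeR FDR 0.00341). For the FLS gene FtPinG0006907000.01 it was -2.66 (standard error 0.50, edgeR FDR 0.00410), and for the FLS gene FtPinG0006907100.01 -2.06 (standard error 0.36, edgeR FDR 0.00283). The CHI gene FtPinG0002790600.01 changed by -2.48 (standard error 0.34, edgeR FDR 0.00126). All 4 calls held in each of the 23 alternatives. Table 2 gives the earlier stage over the later one, and on that scale the values are 3.21, 2.66, 2.06 and 2.48.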

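From 13 to 19 DPA, 3 of these 4 genes had a positive log2 fold change and 0 were called. Of the 5 genes of Table 2, 2 had an unadjusted p under 0.05 at this step, and DESeq2 called 2 and limma on log2(FPKM + 1) 1. CHS had 1.18 (standard error 0.54, edgeR FDR 0.206). The FLS gene FtPinG0006907100.01 had 1.02 (standard error 0.35, edgeR FDR 0.101), and it was called with the replicate number as a block (FDR 0.0482), with DESeq2 and without 13 DPA replicate 2 (1.36), over a range of FDR from 0.0251 to 0.514. CHI had 0.44 (standard error 0.33, edgeR FDR 0.435), and its sign changed to -0.38 with total counts and to between -0.40 and -0.39 with limma on FPKM. The FLS gene FtPinG0006907000.01 had -0.14 (standard error 0.46, edgeR FDR 0.880), and its sign changed when 13 DPA replicate 1, 19 DPA replicate 1 or 19 DPA replicate 3 was left out, over a range of -0.73 to 0.10, while limma on log2(FPKM + 1) called it lower at 19 DPA, with -1.03.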

**Table 2:** Differentially expressed genes related to in flavonoid biosynthesis pathways during seed development of tartary buckwheat

Gene id	Related	Function category	Family	Stage	Readcount	Readcount	Log^2^FoldChange	Padj	Significant
FtPinG0008236900.01	PAL	Phenylpropanoid metabolism	PAL/histidase family	X2 vs X3	2444.836885	6450.386734	-1.3996	0.00817	DOWN
FtPinG0006907000.01	FLS	Flavonoid biosynthesis	iron/ascorbate-dependent oxidoreductase family	X3 vs X4	530.8399528	81.48645982	2.7036	0.024921	UP
FtPinG0008131000.01	CHS	Flavonoid biosynthesis	chalcone/stilbene synthases family	X3 vs X4	8286.397285	871.1066818	3.2498	0.00007048	UP
FtPinG0006907100.01	FLS	Flavonoid biosynthesis	iron/ascorbate-dependent oxidoreductase family	X3 vs X4	8600.271627	2007.552066	2.0989	1.5955E-06	UP
FtPinG0002790600.01	CHI	Flavonoid biosynthesis	chalcone isomerase family	X3 vs X4	1641.630481	287.3719632	2.5141	0.00007764	UP

### Expression patterns of DEGs related to starch during seed development

Starch is among the main nutrients in tartary buckwheat and dominates with relatively high proportions [16]. 

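Table 3 lists 20 genes for starch synthases, and 20 were matched in the deposited files. Of these, 17 had enough counts to be tested. Members of 1 family can share reads, and how the authors counted reads with several matches is not given in the sources used here, so single genes are uncertain to that extent.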

We identified 20 genes related to starch, including 5 soluble starch synthase, 9 starch synthase, and 6 granule-bound starch synthase genes, all of which belong to the glycosyltransferase 1 family (Table 3). 

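Between 13 and 19 DPA, edgeR called 0 of the 17 starch genes tested, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 gene. DESeq2 also called 0, and limma on log2(FPKM + 1) called 5, as did edgeR with total counts. Without 19 DPA replicate 3, edgeR called 1.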

In 13 DPA vs 19 DPA, no genes were differentially expressed (FDR < 0.05). 

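Of the starch genes tested, 3 were called between 19 and 25 DPA, and each was lower at 25 DPA, while 1 was called when adjusted over the list alone. They were FtPinG0007470100.01, FtPinG0000380300.01 and FtPinG0000359400.01. FtPinG0000359400.01 had 2143, 454 and 39259 counts at 19 DPA and 59, 71 and 664 at 25 DPA, and a log2 fold change of -5.27 (standard error 1.72, edgeR FDR 0.0373). Most of this difference came from 19 DPA replicate 3, without which the log2 fold change was -1.93 and no longer called. The call was also lost without 13 DPA replicate 1 (-5.27), 13 DPA replicate 2 (-5.26), 25 DPA replicate 1 (-4.78) or 25 DPA replicate 2 (-4.79), with no low-count filter, with only the 6 libraries of the pair and with limma on log2(FPKM + 1) without a filter (-4.14), and the FDR over the alternatives ran from 0.00183 to 0.225. FtPinG0009838000.01 had 1254, 58 and 49052 counts at 19 DPA and 54, 9 and 220 at 25 DPA and was not called (log2 fold change -7.02, edgeR FDR 0.0518), though it was with DESeq2, with the replicate number as a block (-5.13), without 13 DPA replicate 3 (-7.02) and without 19 DPA replicate 2 (-7.60). The number of starch DEGs was 5 with DESeq2 and without 19 DPA replicate 2, and 1 without 13 DPA replicate 1, 19 DPA replicate 3 or 25 DPA replicate 1.

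**Figure D4:**
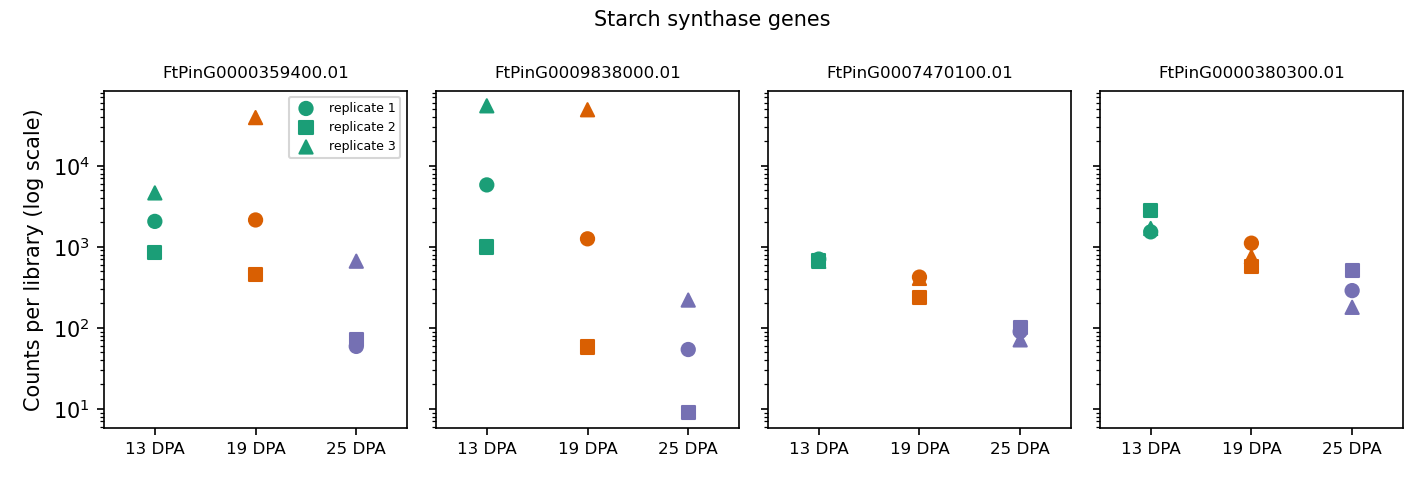
Counts per library (y axis, log scale) of 4 starch genes at 13, 19 and 25 DPA (x axis). Each point is 1 library and its shape gives the replicate; the 39259 counts of FtPinG0000359400.01 at 19 DPA are in replicate 3.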

In 19 DPA vs 25 DPA, 3 DEGs were involved in starch biosynthesis (Additional file 1: Figure S2).

**Table 3:** Genes related to starch synthesis (or metabolism) during seed development

Gene id	Related	Function category	Family	X2_fpkm	X3_fpkm	X4_fpkm
FtPinG0002952000.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	0	0.04209211	0
FtPinG0001526900.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	0.086131576	0	0
FtPinG0005431900.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	0	0	0
FtPinG0000359400.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	57.63315519	328.8316391	5.916537825
FtPinG0007470100.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	13.26934373	7.27664449	1.747617671
FtPinG0009838000.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	451.7534424	367.1546165	1.968141961
FtPinG0006332800.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	20.95952758	7.358124306	9.756228183
FtPinG0008723400.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	12.73350096	8.974233732	13.93766394
FtPinG0007775600.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	42.32919719	32.13196216	36.80551599
FtPinG0000021600.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	1.21734049	1.02004409	1.121365717
FtPinG0000380300.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	43.88186662	18.86806009	7.382532431
FtPinG0005565800.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	198.3185567	88.78020142	53.22576629
FtPinG0003226800.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	43.42372433	16.80944338	2.358411337
FtPinG0005368600.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	19.42316605	5.279935074	1.734551104
FtPinG0007534500.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	36.91435118	17.93308621	14.83261806
FtPinG0007419600.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	11.0790269	7.395763029	10.50993485
FtPinG0003227000.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	6.54592268	2.517975445	0.525192882
FtPinG0005939600.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	82.30668491	70.82139489	55.11481588
FtPinG0003590400.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	16.54472332	9.19667544	7.289004226
FtPinG0005109900.01	Starch synthase	Starch biosynthesis	glycosyltransferase 1 family	47.48674066	23.91252077	4.300813932

### Expression patterns of DEGs related to storage proteins during seed development

On the basis of differential solubility, storage proteins include globulin, albumin, glutelin, and prolamin [17]. As such, of the 21 genes, 18 are DEGs related to storage proteins, including 16 related to globulin and 2 related to glutelin (Additional file 1: Figure S3a). 

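The 16 storage protein genes that could be read in Figure S3a were followed in the counts. The paper presents them as DEGs in the same libraries, so their calls are not independent evidence. Of these, 9 were DEGs in at least 1 of the pairs 13 vs 19 DPA and 19 vs 25 DPA. Between 13 and 19 DPA, 4 were called (3 higher, 1 lower at 19 DPA; 7 higher and 6 lower with total counts), and between 19 and 25 DPA, 6 (4 higher, 2 lower at 25 DPA). Between 13 and 25 DPA, 13 were called, 10 higher and 3 lower. The 11S globulin and glutelin genes together took 5.87 ± 3.73% of the counts (SD, n = 3) at 13 DPA, 19.0 ± 2.42% at 19 DPA and 16.3 ± 0.913% at 25 DPA.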

In 13 DPA vs 19 DPA, a GO analysis showed that the DEGs were significantly enriched in the molecular function term “nutrient reservoir activity” (GO:0045735) (Additional file 1: Figure S3b, c). In 19 DPA vs 25 DPA, the GO analysis showed that the DEGs were significantly enriched in the molecular function terms including nutrient reservoir activity (GO:0045735) and acireductone dioxygenase [iron(II)-requiring] activity (GO:0010309) (Additional file 1: Figure S3d, e).

## Discussion

### Correlation analysis between embryo cell enlargement and phytohormones during the development of buckwheat seed

The role of auxin in cell enlargement and the development of plant organs have been fully confirmed [18, 19], and the seed is no exception. In our study, the content of IAA decreased gradually as a fluctuation curve during the development of buckwheat seed (Fig. 2b), and we identified 18 DEGs in transcriptome; these DEGs were enriched in the plant hormone signal transduction pathway (ath04075) and may be related to cell enlargement (Fig. 8m). Most of these DEGs were downregulated from 13 DPA to 25 DPA. 

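The 18 auxin genes of Fig. 8m were fitted for each pair of stages. The paper picked them as DEGs in the same libraries, so their calls are not independent evidence. From 13 to 25 DPA, 16 were called, 14 lower and 2 higher at 25 DPA, and with total counts 15 were lower and 0 higher. From 13 to 19 DPA, 6 were called, 3 in each direction, but 8 were lower and 1 higher with total counts, and 4 in each direction were called with the replicate number as a block, which added FtPinG0008443000.01 (-1.55) and FtPinG0004378100.01 (1.61). From 19 to 25 DPA, 14 were called, each lower at 25 DPA. FtPinG0001338600.01 was called in neither step by edgeR, though it was from 13 to 19 DPA with limma and without 19 DPA replicate 2 (edgeR FDR 0.0261, against 0.304), and from 19 to 25 DPA with DESeq2 and without 19 DPA replicate 3 (edgeR FDR 0.0308, against 0.0699). It had 125, 119 and 175 counts at 13 DPA, 2, 38 and 0 at 19 DPA, and 0 in every library of 25 DPA, so no fitted fold change is given.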

FtPinG0007643300.01, FtPinG0003888700.01, and FtPinG0006908400.01 were matched to the amino acid/polyamine transporter 2 family, whose members are located on the plasma membrane (Fig. 8l) and are involved in proton-driven auxin influx. In addition, 7 DEGs were matched to the Aux/IAA family and located in the nucleus. 

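These 3 genes fell between 13 and 19 DPA and again, by their means, between 19 and 25 DPA. FtPinG0007643300.01 had mean FPKM of 10.1 ± 2.35 at 13 DPA and 1.76 ± 0.400 at 19 DPA (SD, n = 3), with log2 fold changes of -1.68 (standard error 0.33, edgeR FDR 0.0181) and -2.26 (standard error 0.36, edgeR FDR 0.00203). For FtPinG0006908400.01 the FPKM were 49.8 ± 17.6 at 13 DPA, 4.48 ± 2.92 at 19 DPA and 0.226 ± 0.224 at 25 DPA, and the log2 fold changes -2.72 (standard error 0.54, edgeR FDR 0.0194) and -3.95 (standard error 0.65, edgeR FDR 0.00237). FtPinG0003888700.01 had 19.2 ± 3.62 at 13 DPA, 3.73 ± 1.04 at 19 DPA and 2.52 ± 1.18 at 25 DPA FPKM, had a log2 fold change of -1.55 (standard error 0.31, edgeR FDR 0.0199) and was not called between 19 and 25 DPA (-0.29, edgeR FDR 0.486). From 13 to 19 DPA, the 3 calls were lost without 13 DPA replicate 1, 19 DPA replicate 2 or 19 DPA replicate 3, and that of FtPinG0007643300.01 also without 13 DPA replicate 3. Over the alternatives, the log2 fold change of FtPinG0007643300.01 was -2.52 to -1.54, that of FtPinG0006908400.01 -3.64 to -2.37 and that of FtPinG0003888700.01 -2.36 to -1.44.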

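Of the 7 Aux/IAA genes, 6 were called lower at 25 DPA than at 19 DPA. The largest of these changes were those of FtPinG0007012600.01, -3.71 (standard error 0.75, edgeR FDR 0.00514), and FtPinG0003635500.01, -2.47 (standard error 0.25, edgeR FDR 5.13e-04). FtPinG0005029300.01 changed by -1.88, FtPinG0009368700.01 by -1.35 and FtPinG0008025900.01 by -1.25, with edgeR FDR of 0.00218 to 0.0124. FtPinG0001577700.01 was higher at 19 DPA than at 13 DPA, with 2.14 (standard error 0.45, edgeR FDR 0.0229), and lower at 25 DPA than at 19 DPA, with -1.47 (standard error 0.44, edgeR FDR 0.0270). The first of these calls was lost without 13 DPA replicate 1 or 3, or 19 DPA replicate 1 or 2 (log2 fold change 1.81 to 2.62 over the libraries left out) and with only the 6 libraries of the pair, and the second without 19 DPA replicate 1 or 2 or any of the 25 DPA libraries (-1.60 to -1.21 in these cases).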

Aux/IAA proteins are short-lived transcription factors and act as inhibitors of early auxin response genes at low concentrations of auxin [20]. Novel02020, FtPinG0000807700.01, and FtPinG0008443000.01 were matched to the ARF family and are located in the nucleus (Fig. 8l). 

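FtPinG0008443000.01 had mean FPKM of 4.26 ± 1.75 at 13 DPA, 0.939 ± 0.734 at 19 DPA and 0.0343 ± 0.0165 at 25 DPA (SD, n = 3), below 1 at 19 and 25 DPA, and a log2 fold change of -4.33 (standard error 0.70, edgeR FDR 0.00204) between 19 and 25 DPA. FtPinG0000807700.01 fell between the same stages, with -1.56 (standard error 0.33, edgeR FDR 0.00621). Both calls were lost with limma on log2(FPKM + 1), at -0.84 and -0.88, and that of FtPinG0008443000.01 also where an FPKM of at least 1 was required. Novel02020 was higher at 19 DPA than at 13 DPA, with 1.21 (standard error 0.29, edgeR FDR 0.0327), but the difference was below the fold limit with total counts (0.37) and with limma, and the call was lost without 13 DPA replicate 1 or 3 or 19 DPA replicate 1 or 2 (1.04 to 1.24 in these cases).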

Auxin response factors (ARFs) are transcription factors that specifically bind to the DNA sequence 5'-TGTCTC-3' found in auxin-responsive promoter elements (AuxREs) [21–23]. Five DEGs were matched to the ARG7 family whose members are located in the nucleus, and these DEGs may play a role in apical hook development [24]. 

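Of the 5 ARG7 genes, 4 were called lower at 25 DPA than at 19 DPA. FtPinG0004378100.01 changed by -2.27 (standard error 0.56, edgeR FDR 0.0122) and FtPinG0002594300.01 by -2.10 (standard error 0.40, edgeR FDR 0.00430). FtPinG0002363800.01 was higher at 19 DPA than at 13 DPA, with 1.79 (standard error 0.25, edgeR FDR 0.00869), and this call held without any single library, while with total counts and with limma it lay under the fold limit (0.96 to 0.97). FtPinG0001398200.01 had 16, 2 and 12 counts at 19 DPA and FtPinG0007966400.01 33, 4 and 18, and 0 counts in every library of 25 DPA were found for both, so no fold change is given. The call of FtPinG0001398200.01 was lost with the replicate block, without 13 DPA replicate 1, 19 DPA replicate 1 or 3 or any 25 DPA library (edgeR FDR 0.0523 to 0.0847 without these libraries, against 0.0354), and with limma on log2(FPKM + 1) with and without a filter.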

According to our previous research results and related research, during the development of buckwheat seeds we hypothesize that the extent of seed embryo cell enlargement gradually decreased, and the final embryo cell size was no longer increased and tended to stabilize. To test this hypothesis, we compared the size of seed embryo cells from 7 DPA to 30 DPA. However, the extent of seed embryo cell enlargement gradually increased (Fig. 8k). In fact, the decrease in auxin concentration may not be enough to stop cell enlargement. Auxin plays a role in initiation or acts as a ‘on’ switch via secondary regulators. Only lowering the auxin concentration (that is, removing the ‘on’ switch) does not reduce other phytohormones. Considering this hypothesis, a second ‘on’ switch may be required to accurately determine the time frame for cell enlargement [25–30]. It was found that the content of ABA is different in embryogenic cell clusters, globular embryos, torpedo embryos, and cotyledon embryos [31]. During embryonic development, ABA affects starch biosynthesis and carbohydrate absorption and directly regulates or initiates the biosynthesis of protein [32], DNA, and mRNA [33], all of which have an effect on the enlargement of embryonic cells [34]. According to these reports, embryonic cells continuously biosynthesize and absorb nutrients, resulting in an enlarged size under the influence of ABA. This fact may reinforce the idea of ABA as the second switch for cell enlargement. Therefore, we speculate that the increase in and prolongation of ABA content from 7 DPA to 30 DPA may be related to the enlargement of seed embryo cells. In the end, via the content of ABA, we confirmed that the content increased during the development of buckwheat seeds, which is consistent with the increase in seed embryo cells (Fig. 8k).

**Fig. 8:**
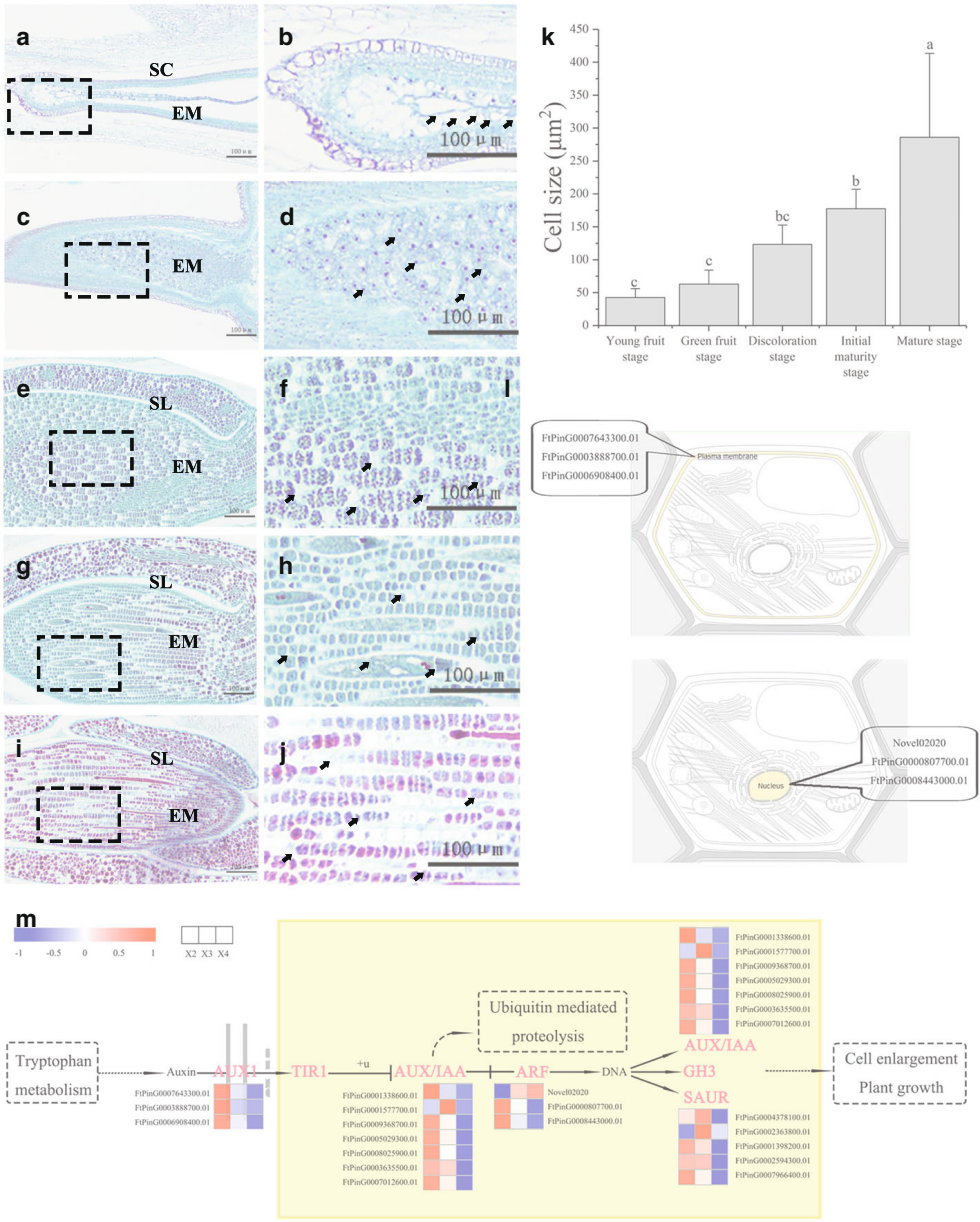
Enlargement of embryo cell during tartary buckwheat seed development. **a**, **c**, **e**, **g** and **i** Microscopic longitudinal sections of Tartary buckwheat seeds at 7, 13, 19, 25 and 30 DPA, respectively. **b**, **d**, **f**, **h** and **j** are the enlarged view of the boxes in (**a**), (**c**), (**e**), (**g**) and (**i**), respectively. SC (Seed cover). EM (Embryo). SL (Seminal leaf). The arrow represents the cell being measured. Bars = 100μm. **(k)** Embryo cell size at 7, 13, 19, 25 and 30 DPA. Error bars were obtained from five measurements. Small letter(s) above the bars indicate significant differences (α = 0.05, LSD) among treatments. **(l)** Subcellular location of DEGs related to embryo cell enlargement. This section provides information on the location in the cell (Graphics by Christian Stolte). **m** A simplified representation of the plant hormone signal transduction pathway of cell enlargement (adopted from the KEGG PATHWAY Database: http://www.genome.jp/kegg/pathway.html) shows the following: auxin influx carrier (AUX1), transport inhibitor response 1 (TIR1), auxin-responsive protein IAA (AUX/IAA), auxin response factor (ARF), auxin responsive GH3 gene family (CH3), and SAUR family protein (SAUR). The expression value of each gene is colored in log_10_(FPKM) in three samples X2 (13 DPA), X3 (19 DPA), and X4 (25 DPA)

### Correlation analysis between dormancy and phytohormones during the development of buckwheat seed

Dormancy occurs during seed development, and seeds are scattered from the parent plant in a dormant state [35]. ABA is a positive regulator of seed dormancy induction. Transgenic tobacco plants expressing anti-ABA antibody lack ABA, and the seeds are not dormant [36]. Overexpression of ABA biosynthesis genes can increase the content of ABA in seeds, thus promoting seed dormancy or delayed germination [37]. The biosynthesis of GA does not correlate with the establishment of primary dormancy [38]. However, GA_3_ plays important roles in the seed development of tomato, pea (*Pisum sativum*) and some *Brassica* plants, including fertilization, assimilation, embryonic growth, prevention of seed abortion, and fruit growth [39, 40]. A model of seed dormancy and germination was regulated by ABA and GA_3_, and the complex phenomenon was explained by the response to environmental factors. The model was affected not only by many genes but also by plant hormones and environmental factors [41, 42]. According to this model, the biosynthesis of ABA and the signal of GA_3_ catabolism determine the dormancy of the seed, and the biosynthesis of GA_3_ and the signal of ABA catabolism determine the transformation of seeds to begin germinating. Our data show that the content of ABA was significantly related to seed development (Fig. 4). The content of ABA increased with the development of buckwheat seeds, especially during 13 DPA to 25 DPA (Fig. 2d), when a large amount of storage material accumulated (Fig. 3). Moreover, only 2 DEGs (FtPinG0002387400.01 and FtPinG0003614600.01) that were involved in the oxidative degradation of ABA were downregulated during 19 DPA to 25 DPA (Fig. 7a). 

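The 2 genes changed in different directions between 19 and 25 DPA. FtPinG0003614600.01 had mean FPKM of 6.41 ± 1.29 at 13 DPA, 2.71 ± 0.490 at 19 DPA and 0.134 ± 0.126 at 25 DPA (SD, n = 3) and was lower at 25 DPA, with a log2 fold change of -4.04 (standard error 0.51, edgeR FDR 9.70e-04). FtPinG0002387400.01 had 6.71 ± 0.976 at 13 DPA, 11.8 ± 3.54 at 19 DPA and 33.4 ± 2.51 at 25 DPA FPKM and was higher at 25 DPA, with 1.82 (standard error 0.25, edgeR FDR 0.00116), and its call and direction were the same in each of the 23 alternatives (1.46 to 1.95). It was also higher at 19 DPA than at 13 DPA, with 1.58 (standard error 0.25, edgeR FDR 0.0107), though the change was under the fold limit with total counts (0.81) and with limma (0.70 to 0.77).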

We also found the peak ABA/GA ratio occurred at 19 DPA (Fig. 9a). Based on the results we described earlier and those of related studies, we hypothesize that a large number of genes related to buckwheat seed dormancy are expressed from 19 DPA to 25 DPA. To test this hypothesis, we identified 11 transcriptome DEGs that were enriched in plant hormone signal transduction pathways (ath04075) and that were related to seed dormancy from 19 DPA to 25 DPA (Fig. 9c). Among them, the upregulated FtPinG0005799600.01 and FtPinG0002311400.01 belong to the PYR/PYL/RCAR abscisic acid intracellular receptor family, whose members are located on the plasma membrane and in the nucleus [43] (Fig. 9b). 

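Of the 11 dormancy genes of Fig. 9c, 11 were called between 19 and 25 DPA, 5 higher and 6 lower at 25 DPA, and with total counts 4 were higher and 6 lower. The paper picked these genes as DEGs of this step in the same libraries, so the calls are not independent evidence. They were 5 PYR/PYL genes (2 higher, 3 lower) and 6 ABF genes (3 higher, 3 lower).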

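FtPinG0002311400.01 had mean FPKM of 0.642 ± 0.217 at 13 DPA, 0.592 ± 0.355 at 19 DPA and 3.84 ± 0.946 at 25 DPA (SD, n = 3) and a log2 fold change of 3.07 (standard error 0.47, edgeR FDR 0.00176) between 19 and 25 DPA, with the same call in each alternative. FtPinG0005799600.01 had 4.79 ± 2.73 at 13 DPA, 2.23 ± 0.558 at 19 DPA and 5.01 ± 1.26 at 25 DPA FPKM and a log2 fold change of 1.48 (standard error 0.51, edgeR FDR 0.0439). The call of FtPinG0005799600.01 held without 13 DPA replicate 2 or 3 and was lost without any of the other 7 libraries, with total counts, with no low-count filter and with limma, with log2 fold changes of 1.37 to 1.67 over the libraries left out and a range of FDR from 0.00939 to 0.121.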

FtPinG0005799600.01 was matched to the abscisic acid receptor (PYL4) gene, and FtPinG0002311400.01 was matched to the abscisic acid receptor (PYL10) gene; both are ABA receptors required for ABA-mediated responses, and when activated by ABA, they inhibit the activity of group-A protein type 2C phosphatases (PP2Cs) [44–46]. In addition, the upregulated FtPinG0003523300.01, FtPinG0003196200.01, and FtPinG0003012600.01 belong to the bZIP family, whose members are located in the nucleus (Fig. 9c). 

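From 19 to 25 DPA, FtPinG0003523300.01 rose with a log2 fold change of 1.59 (standard error 0.37, edgeR FDR 0.00985), FtPinG0003196200.01 with 2.17 (standard error 0.40, edgeR FDR 0.00368) and FtPinG0003012600.01 with 1.51 (standard error 0.31, edgeR FDR 0.00541). The mean FPKM of FtPinG0003523300.01 was 28.4 ± 10.1 at 13 DPA, 65.4 ± 4.72 at 19 DPA and 163 ± 18.9 at 25 DPA (SD, n = 3). From 13 to 19 DPA, FtPinG0003523300.01 and FtPinG0003196200.01 had log2 fold changes of 1.98 (standard error 0.38, edgeR FDR 0.0171) and 1.58 (standard error 0.40, edgeR FDR 0.0383). The call of FtPinG0003523300.01 there was lost without 13 DPA replicate 1 or 3 or 19 DPA replicate 2 (1.76 to 2.51 over the libraries left out). That of FtPinG0003196200.01 was lost without 13 DPA replicate 1 or 3, any 19 DPA library or 25 DPA replicate 2 (1.32 to 1.75 in these cases), with total counts (0.77) and with limma.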

FtPinG0003523300.01 was matched to the protein ABSCISIC ACID-INSENSITIVE 5, which participates in the regulation of ABA-regulated gene expression during seed development and joins the embryonic normative element and the ABA-responsive element (ABRE) of the Dc3 gene promoter and the ABRE gene promoter in the Em1 and Em6 genes [47–53]. FtPinG0003196200.01 and FtPinG0003012600.01 were matched to ABSCISIC ACID-INSENSITIVE 5-like protein 5, which is involved in the ABA response, acts as a positive component of glucose signal transduction, and specifically binds to the ABRE of the rd29B gene promoter [53–56]. As expected, a large number of genes related to buckwheat seed primary dormancy were expressed during 19 DPA to 25 DPA, and we identified good candidate genes related to buckwheat seed dormancy.

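Among the same 11 genes, 3 were called between 13 and 19 DPA (2 higher, 1 lower at 19 DPA, but 1 higher and 2 lower with total counts) and 10 between 13 and 25 DPA (4 higher, 6 lower at 25 DPA). The paper picked these genes as DEGs from 19 to 25 DPA in the same libraries, which favours calls at that step. The numbers of calls therefore cannot be compared between the steps, and no test of this was made.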

**Fig. 9:**
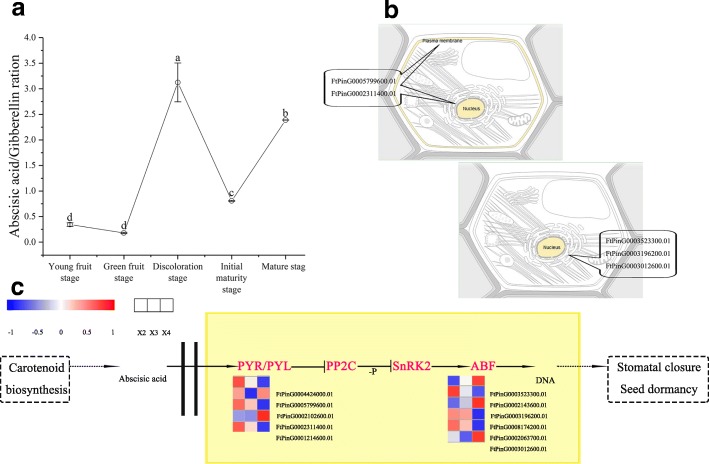
DEGs involved in the plant hormone signal transduction pathway of seed dormancy. **a** Corresponding ratios of ABA to GA_3_ at different development stages of Tartary buckwheat seed. **b** Subcellular location of DEGs related to seed dormancy. This section provides information on the location in the cell (Graphics by Christian Stolte). **c** A simplified representation of the plant hormone signal transduction pathway of seed dormancy (adopted from the KEGG PATHWAY Database: http://www.genome.jp/kegg/pathway.html) shows the following: abscisic acid receptor PYR/PYL family (PYR/PYL), protein phosphatase 2C (PP2C), serine/threonine-protein kinase SRK2 (SnRK2), and ABA responsive element binding factor (ABF). The expression value of each gene is colored in log_10_(FPKM) in three samples X2 (13 DPA), X3 (19 DPA), and X4 (25 DPA)

### Insights into the correlations between nutrient changes in and seed development

Starch is the major component of buckwheat nutrients and accounts for more than 86% of nutrients (Fig. 3e). Starch causes seeds and other storage organs to expand and enlarge during seed development (Fig. 1a); thus, it plays an important role in the size, weight and quality of buckwheat seeds during their development. In this study, starch was highly associated with seed size (especially the longitudinal diameter) during buckwheat seed development (Fig. 4). The seeds increased significantly during 7 DPA to 13 DPA (Figs 1b, 3b), which means buckwheat seeds and other storage organs expand and enlarge mainly during prophase (Fig. 1b). In our study, we identified 3 DEGs related to starch during seed development (Additional file 1: Figure S2). Among them, FtPinG0008723400.01 was matched to the SS4 gene, which is located in the chloroplast (Fig. 10i). SS4 may be involved in the initiation of starch granule formation and may play a regulatory role in controlling starch accumulation in plastids [57–59]. In our data, the expression of FtPinG0008723400.01 was upregulated only during 19 DPA to 25 DPA, and it is plausible to infer that a large number of starch granules were formed at the same time. To test this hypothesis, we compared the starch granule numbers and size at 13 DPA, 19 DPA and 25 DPA (Fig. 10). 

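FtPinG0008723400.01 (SS4) had mean FPKM of 12.7 ± 0.932 at 13 DPA, 8.97 ± 1.22 at 19 DPA and 13.9 ± 2.60 at 25 DPA (SD, n = 3). From 19 to 25 DPA it rose by a log2 fold change of 0.92 (standard error 0.17, edgeR FDR 0.00377), which passed the FDR limit and lay under the fold limit. It was called without 25 DPA replicate 3 (1.01) and where no fold limit was set. From 13 to 19 DPA the log2 fold change was 0.30 (standard error 0.17, edgeR FDR 0.312), and its sign changed to -0.51 with total counts and to between -0.51 and -0.47 with limma.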

As expected, there was noticeable difference in starch granules numbers and size from 19 DPA to 25 DPA (Fig. 10g, h), suggesting that FtPinG0008723400.01 may be involved in the increase in starch granules and may play a regulatory role in controlling starch accumulation in starch storage cells. In addition, the expansion of starch storage cells was mainly due to the increase in starch granules size, not the increase in the number of starch granules (Fig. 10g, h). Furthermore, we found that FtPinG0007470100.01 and FtPinG0000380300.01 were matched to the WAXY gene, which is located in the chloroplast (Fig. 10i). This protein is involved in the biosynthesis of starch and is a part of glycan biosynthesis, which is responsible for the synthesis of the amylose component of starch. 

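FtPinG0007470100.01 had 423, 236 and 407 counts at 19 DPA and 90, 101 and 71 at 25 DPA, with a log2 fold change of -1.74 (standard error 0.19, edgeR FDR 6.55e-04), and the call was the same in each of the 23 alternatives. FtPinG0000380300.01 had 1108, 573 and 752 counts at 19 DPA and 288, 508 and 179 at 25 DPA, with -1.07 (standard error 0.38, edgeR FDR 0.0491). Its call was lost when any library other than 13 DPA replicate 2 or 25 DPA replicate 2 was left out, with log2 fold changes of -1.20 to -0.82 in these 7 cases.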

In our study, the expression of these genes was downregulated, and starch also decreased significantly from 19 DPA to 25 DPA (Fig. 3b). Hence, FtPinG0008723400.01, FtPinG0007470100.01 and FtPinG0000380300.01 are good candidate genes related to buckwheat starch biosynthesis during seed development.

**Fig. 10:**
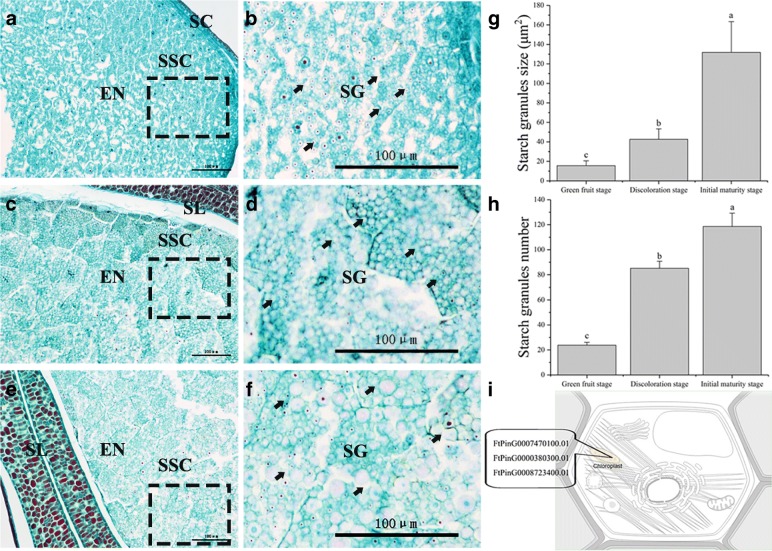
Comparison of starch granules morphology during different development stages of tartary buckwheat seed. **a**, **c**, and **e** Microscopic longitudinal sections of Tartary buckwheat seeds at 13, 19, and 25 DPA, respectively. **b**, **d**, and **f** are the enlarged view of the boxes in (**a**), (**c**), and (**e**), respectively. SC (Seed cover). EN (Endosperm). SL (Seminal leaf). SSC (Starch storage cells). SG (Starch granules). The arrow represents the cell being measured. Bars = 100μm. **g** Starch granules size at 13 DPA, 19 DPA, and 25 DPA. **h** Starch granules number (Average of total starch granules in each starch storage cell) at 13 DPA, 19 DPA, and 25 DPA. Error bars were obtained from five measurements for (**g**) and (**h**). Small letter(s) above the bars indicate significant differences (α = 0.05, LSD) among treatments. **i** Subcellular location of DEGs related to starch biosynthesis. This section provides information on the location in the cell (Graphics by Christian Stolte)

Total protein, including proenzymes, enzymes, and metabolic regulatory substances, is the second most dominant component of buckwheat nutrients, and storage protein accounts for 2~6% of nutrients (Fig. 3e). During seed development, many proteins are regulatory factors that are involved in metabolism [60, 61], so protein is the most active part of buckwheat nutrients. In our data, the total protein content was strongly associated with seed development (Fig. 4). The total protein content increased significantly from 7 DPA to 25 DPA but then started to decrease gradually during 25 DPA to 30 DPA (Fig. 3c). The diversity of proteins increased with seed development, especially from 19 DPA to 25 DPA. It is plausible to infer that a large number of genes related to storage protein biosynthesis are expressed during 19 DPA to 25 DPA. To test this hypothesis, we identified 16 DEGs related to storage proteins (Additional file 1: Figure S3a) in the transcriptome. The expression of FtPinG0000417000.01 and FtPinG0008579200.01, which are related to glutelin, was upregulated during 19 DPA to 25 DPA (Additional file 1: Figure S3a); these genes were enriched in the molecular function terms nutrient reservoir activity (GO:0045735) and acireductone dioxygenase [iron (II)-requiring] activity (GO:0010309) (Additional file 1: Figure S3a). 

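FtPinG0000417000.01 had mean FPKM of 16.4 ± 11.9 at 13 DPA, 2.82 ± 0.207 at 19 DPA and 22.5 ± 3.93 at 25 DPA (SD, n = 3) and a log2 fold change of 3.27 (standard error 0.56, edgeR FDR 0.00261) between 19 and 25 DPA. FtPinG0008579200.01 had 107 ± 51.7 at 13 DPA, 39.3 ± 3.19 at 19 DPA and 64.1 ± 7.27 at 25 DPA FPKM and a log2 fold change of 0.99 (standard error 0.40, edgeR FDR 0.0792), and was not called. With the replicate number as a block it was called as higher at 25 DPA (1.04, edgeR FDR 0.0423).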

Glutelin is responsible for some refined baking properties in bread. High-molecular-weight (HMW) and low-molecular-weight (LMW) glutelins are commonly present in these substances. A HMW glutelin of the grass tribe *Triticeae* can be used as an intraperitoneal disease sensitizer for individuals with the HLA-DQ8 class II antigen receptor gene [62]. Hence, FtPinG0000417000.01 and FtPinG0008579200.01 were good candidate genes related to glutelin biosynthesis during seed development. Storage globulins of 11–12S in the starchy endosperm are also present in some grains [63]. 

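Of the 6 11S globulin genes of Figure S3a, each had a positive log2 fold change from 13 to 19 DPA, also with total counts, and 1 was called. All 6 had an unadjusted p under 0.05 at this step, and DESeq2 called 6, edgeR with total counts 5 and limma on log2(FPKM + 1) 3. FtPinG0000287200.01 had 2.46 (standard error 0.54, edgeR FDR 0.0250), and its call was lost without 13 DPA replicate 1 or any 19 DPA library (2.07 to 3.04 over the libraries left out) and with only the 6 libraries of the pair. The log2 fold changes of FtPinG0009373700.01, FtPinG0000917700.01, FtPinG0000292500.01 and FtPinG0000917200.01 were 2.66, 2.57, 2.14 and 2.35, with edgeR FDR of 0.0719 to 0.0887. These 4 were called without 13 DPA replicate 2 (2.75 to 3.73), the 13 DPA library in which each had most counts, and also with DESeq2 and with total counts. FtPinG0000917200.01 had 480226, 985087 and 259738 counts in the 13 DPA libraries and 1590983, 1789266 and 1456299 in the 19 DPA libraries. The genes are paralogs and the authors' counting could have split reads between them, so the values of single genes are uncertain. Of the 6, edgeR called 0 between 19 and 25 DPA, with 1 at an unadjusted p under 0.05, and DESeq2 and limma on log2(FPKM + 1) called 1 each.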

Our data showed that the DEGs encoding the 13S globulin seed storage protein and the 11S globulin seed storage protein were upregulated mainly from 13 DPA to 19 DPA (Additional file 1: Figure S3a) and belong to the 11S seed storage protein (globulin) family. From a seed development standpoint, starchy endosperm is gradually absorbed by cotyledons during buckwheat seed development (Fig. 1a), providing nitrogen sources for cotyledon development during premetaphase in buckwheat seed development. Those DEGs were enriched in the molecular function term nutrient reservoir activity (GO:0045735) (Additional file 1: Figure S3a). The expression of only FtPinG0004288700.01 was upregulated from 19 DPA to 25 DPA (Additional file 1: Figure S3a). 

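FtPinG0004288700.01 had 1, 24 and 5 counts at 19 DPA and 22, 84 and 51 at 25 DPA, with a log2 fold change of 2.47 (standard error 1.00, edgeR FDR 0.0756), and was not called. This gene is 1 of the 6 11S globulin genes. It was called with DESeq2, with limma, with the replicate number as a block (2.85) and without 19 DPA replicate 2 (4.43), over a range of FDR from 0.00957 to 0.197. Of the globulin genes of the peptidase A1 family in Figure S3a, 3 were called higher at 25 DPA than at 19 DPA. They were FtPinG0000840500.01 (1.80, edgeR FDR 0.00935), FtPinG0007391200.01 (4.47, edgeR FDR 0.00221) and FtPinG0005094300.01 (3.87, edgeR FDR 0.00149).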

As expected, a large number of genes related to storage protein biosynthesis were expressed from 19 DPA to 25 DPA, and we identified strong candidate genes related to the biosynthesis of these storage proteins.

Tartary buckwheat comprises a large group of widely grown medicinal and edible crops and is considered the main dietary source of rich rutin [15]. In mature buckwheat seeds, rutin accounts for 10% of the nutrients (Fig. 3e) and is an important secondary metabolite that reduces UV light damage as a key UV-B-absorbing compound [64]. Thus, rutin plays an important role in the development of buckwheat seed. In this study, the content of rutin increased gradually with the development of buckwheat seeds, especially during 25 DPA to 30 DPA (Fig. 3a). 

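In the list of 47 flavonoid genes, 24 were called in 13 vs 19 DPA or 19 vs 25 DPA, of which 4 are in Table 2 and 20 are not. Of the 20, 8 were called between 13 and 19 DPA and 16 between 19 and 25 DPA.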

Among the genes related to rutin biosynthesis, we identified 5 DEGs from 13 DPA to 25 DPA (Additional file 1: Figure S1a). In addition, the expression patterns of 9 important rutin biosynthesis related genes were verified by RT-qPCR (Fig. 11a). In Fig. 11b, most of these DEGs in the upstream portion of the rutin biosynthesis pathway exhibited higher expression during 13 DPA to 19 DPA. Among them, FtPinG0008236900.01 was matched to the PAL gene. 

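Of the 9 rutin pathway genes of Fig. 11a, 6 had a positive and 3 a negative log2 fold change from 13 to 19 DPA with TMM, but 2 had a positive and 7 a negative one with total counts. At this step edgeR called 0 of them, with 1 at an unadjusted p under 0.05, and DESeq2 and limma on log2(FPKM + 1) called 1 each. From 19 to 25 DPA, 9 of 9 were negative and 7 were called.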

PAL is a key enzyme in plant metabolism and catalyzes the first step of the biosynthesis of phenylpropane skeletons by L-phenylalanine, leading to a variety of natural products. FtPinG0008131000.01 was matched to the CHS gene. The CHS protein is involved in the biosynthesis of flavonoids and plays in a role in the biosynthesis of secondary metabolites. The primary product of this enzyme is 4,2',4',6'-tetrahydroxychalcone, which can then spontaneously isomerize to naringin under certain conditions. FtPinG0002790600.01 was matched to the CHI gene; the encoded protein catalyzes the intramolecular cyclization of bicyclic chalcone to tricyclic (S)-flavanones and is responsible for the isomerization of 4,2',4',6'-tetrahydroxychalcone to naringenin. FtPinG0006907000.01 and FtPinG0006907100.01 were matched to the FLS gene; the FLS protein reacts with dihydroflavonol to produce flavonol, which can react with dihydrokaempferol to produce kaempferol. In turn, kaempferol can lead to the production of quercetin from dihydroquercetin, and catalysis of dihydromyricetin can yield myricetin. The high content of rutin in tartary buckwheat seeds may be related to these DEGs. Overall, we have identified strong candidate genes related to rutin biosynthesis during the development of buckwheat seeds.

**Fig. 11:**
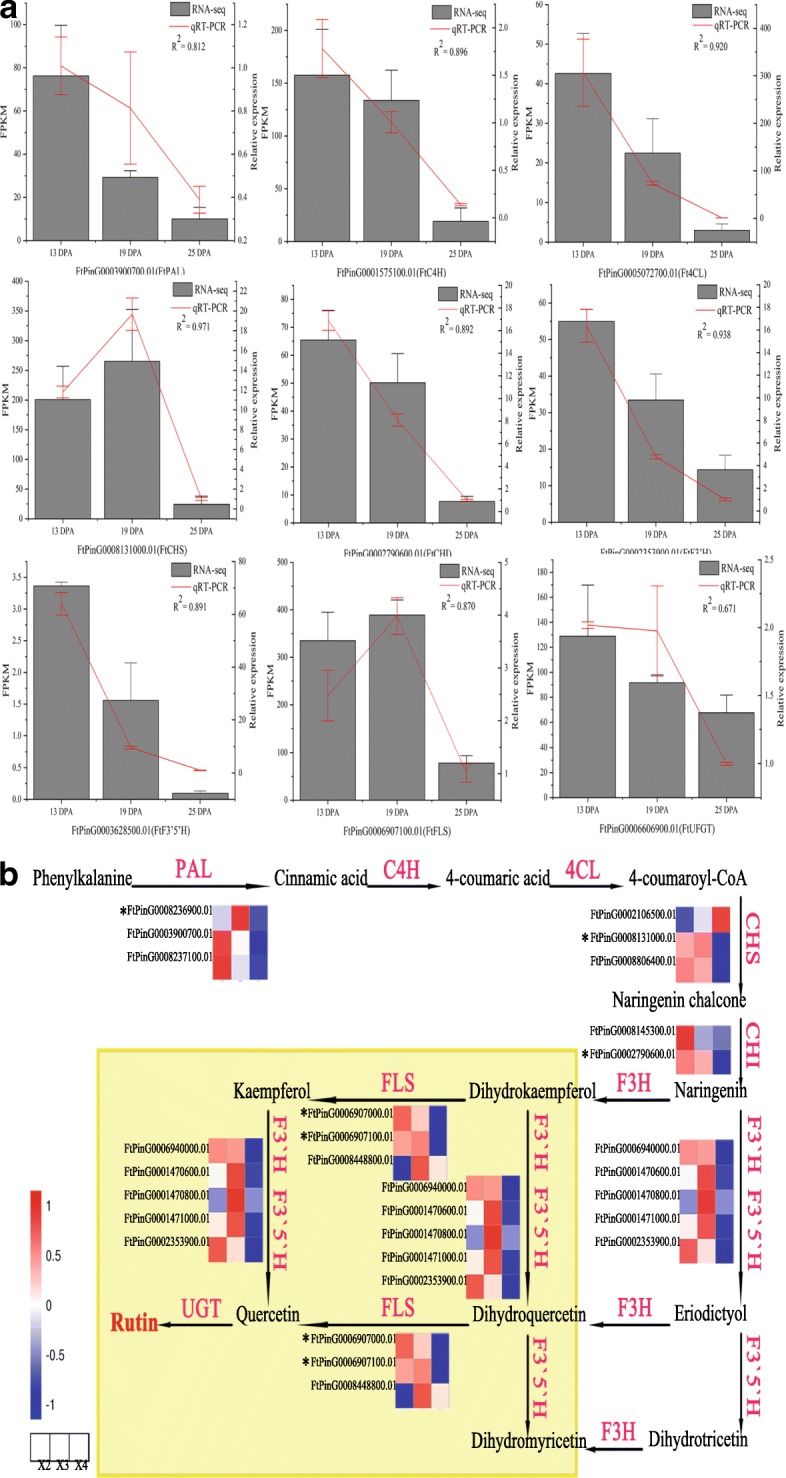
DEGs involved in rutin biosynthesis pathway. **a** RT- qPCR confirmation of 9 rutin biosynthesis related genes. **b** A simplified representation of the flavonoid biosynthetic pathway (adopted from the KEGG PATHWAY Database: http://www.genome.jp/kegg/pathway.html) shows the following enzymes: phenylalanine ammonia-lyase (PAL), cinnamate-4-hydroxylase (C4H), 4-coumarate Co A ligase (4CL), chalcone synthase (CHS), chalcone isomerase (CHI), flavanone-3’-hydroxylase (F3’H), flavanone-3-hydroxylase (F3H), flavonol synthase (FLS), glucosyl/rhamnosyl transferase, and flavanone-3’-5’-hydroxylase (F3’5’H). The expression value of each gene is colored in log_10_(FPKM) in three samples X2 (13 DPA), X3 (19 DPA), and X4 (25 DPA). * indicate the gene was differentially expressed during 13 DPA to 25DPA

## Conclusions

In recent years, the gene regulatory network governing the physiological changes occurring during seed development have receive little attention. The development of tartary buckwheat seeds was characterized by light and electron microscopy. The accumulation of plant hormones and nutrients was measured by high-performance liquid chromatography, and the expression of key genes was analyzed with the support of the genome of tartary buckwheat. By analyzing the relationship between plant hormone changes and seed development, we studied the embryo cell expansion and primary dormancy of tartary buckwheat seeds. In addition, by analyzing the relationship between nutritional changes and seed development, we determined the gene regulatory network controlling the accumulation of rutin, starch, storage protein and soluble sugars. We have provided abundant genomic resources for tartary buckwheat and Polygonaceae communities and carried out novel molecular studies on the correlations between the physiological changes in and the seed development of tartary buckwheat.

## Methods

### Plant materials and phenotype investigations

Seeds of tartary buckwheat (Xiqiao No. 2) were collected in 2016 from the experimental field of the College of Life Science, Sichuan Agricultural University (Lat. 29°97’ N, 102°97’ E, Alt. 580 m), China. We observed the development of seeds from anthesis until maturation in April-May, 2016. Seeds were collected manually every two days from the onset of seed set until maturity (Fig. 1), covering a total span of 30 days, after which the size and weight of the developing seeds were measured. For phytohormone, rutin and nutrient sampling, seeds at five development stages (7, 13, 19, 25, and 30 DPA) were collected from the same individual. For the transcriptome sampling, seeds at three development stages (13, 19, and 25 DPA) were collected from the same individual. In addition, seeds at the same development stage were collected from three replicate plants. The samples were immediately flash frozen in liquid nitrogen and stored at −80°C for further use.

### Measurement of phytohormone contents

Fresh samples that were weighed to approximately 0.5 g were ground in liquid nitrogen. The powder was subsequently homogenized in 10 mL of 80% methanol, after which the solution was stirred overnight at 4°C. This suspension was then centrifuged at 12 000 rpm for 10 min under refrigeration (4°C). The supernatant was collected, after which 5 mL of 80% methanol was added to the residue. Similarly, the supernatant was collected after centrifugation. The pooled supernatant (~15 mL) was flash evaporated at 36°C until the methanol vaporized (~3 mL). A bottle was washed with 5 mL of ultrapure water, and then the water was combined with the residual liquid (~3 mL). The solution was decolorized with 15 mL of diethyl ether three times, after which the ether phase was discarded. The aqueous phase was collected and basified to pH 8.0 with 0.1 M Na_2_HPO_3_. The basified extract was kept in a shaker for 30 min with 50 mg of polyvinylpyrrolidone (PVP) at 4°C. In addition, the extract was centrifuged at 12 000 rpm for 10 min. The supernatant was subsequently collected and was acidified to pH 3.0 with 0.2 M citric acid. The resultant solution was partitioned three times against 5 mL of ethylacetate, after which the aqueous phase was discarded. The pooled ethylacetate phase (~15 mL) was flash evaporated at 36°C to near dryness. Afterward, the residue was dissolved in 1 mL of methanol [65–67].

The sample was filtered through a nylon 66 filter (25 mm diameter, 0.45 μm pore size) prior to injection into a high-performance liquid chromatograph. HPLC analysis was performed on an Agilent 1260 system using a C18-ODS (3.5 μm × 150 mm × 4.6 mm) column (Agilent, USA) and a UV/VIS detector. An injection volume of 10 μL, column temperature of 35°C, flow rate of 1 mL min^-1^, and run time of 10 min were maintained for all analyses. The system was calibrated with external standards of IAA, GA_3_, ABA, and ZT. For detection, separation was performed with a mixture of methanol and distilled water containing 0.6% acetic acid (V:V = 50:50) following isocratic elution. The elutant was scanned at 257 nm.

### Measurement of rutin contents

The seeds of tartary buckwheat were dried at 60°C for 4 h, milled into a fine powder, and filtered through a 0.177 mm sieve. A total of 0.10 g of dry powder for each tissue was mixed with 1 mL of methanol and incubated at 60°C using an ultrasonic bath for 2 h. The mixture was then centrifuged at 4 000 r min^-1^ for 10 min, after which the supernatant was collected. The supernatant’s pH value was adjusted to 6 using 0.1 mol L^-1^ phosphoric acid and then filtered through 0.22 μm membrane filter. High-performance liquid chromatography was performed on an Agilent 1260 system using an Agilent C18 column (4.6 mm × 150 mm, 5 μm) (Agilent Technologies, USA) at 30°C. The mobile phase consisted of methanol:0.5% phosphoric acid (V/V) = 40:60 at flow rate of 1 mL min^-1^ with a total injection volume of 10 μL. The rutin quantity was estimated based on the linear calibration curve of standard rutin hydrate (98%) (Yuanye, China) at a detection wavelength of 257 nm. Three independent sample analyses were performed for each tissue [68].

### Measurement of nutrient contents

The contents of total soluble sugars in buckwheat seeds at different developmental periods were measured by anthrone-H_2_SO_4_ colorimetry. Ground sample tissue (0.07 g) and 7 mL of distilled water were put in a 10 mL graduated test tube that was closed with a stopper. The mixture was then extracted in a water bath for 30 min at 100°C and centrifuged at 4 000 × g for 5 min, after which the supernatant was transferred to a 50 mL volumetric flask (extracted twice). Afterward, 100 μL of the extract was pipetted into the test tube, and 3 ml of anthrone reagent was added, after which the tube was placed in a boiling water bath for 10 min. The change in absorbance at 620 nm was then measured, after which the soluble sugar content was calculated according to the standard curve [69].

The total protein content was measured using the Coomassie brilliant blue G-250 method. A standard protein solution and a Coomassie brilliant blue G-250 solution were prepared, and fresh seeds (0.5 g) were ground in 10 mL of distilled water using a mortar and pestle. After the solution was centrifuged at 4000 × g for 10 min, the supernatant was transferred to a new tube to assay the total protein content, and the change in absorbance at 595 nm was measured [69].

The contents of starch in the seeds of buckwheat were measured by anthrone-H_2_SO_4_ colorimetry [70]. The solid residues that extract soluble sugars were used to test the starch content. First, 20 mL of hot water was added to the tube that contained solid residues. An extraction in a water bath (100°C) for 15 min then occurred, after which 2 mL of 9.2 mol L^−1^ perchloric acid was added; the water bath (100°C) extraction then continued for 15 min. After cooling and mixing the extract, the filtrate was brought to a constant volume in a 50 mL measuring flask. Afterward, 100 μL of the extract was pipetted into the test tube, and 3 mL of anthrone reagent was added. The extract was then placed in a boiling water bath for 10 min. The change in absorbance at 620 nm was then measured, and the starch content was calculated according to the standard curve [69].

### Statistical analysis

All the data were analyzed by analysis of variance using the Origin Pro 2017 statistics program, and the means were compared by the least significant difference test (LSD) at the 0.05 level of significance. The Pearson's correlation coefficient between DPA, rutin, starch, total proteins, soluble sugars, ZT, GA_3_, IAA, ABA, transverse diameter, longitudinal diameter, transverse diameter × longitudinal diameter, and seed weight were analyzed by Origin Pro 2017 software.

### Total RNA extraction, cDNA Library construction, and high-throughput sequencing

The total RNA samples were extracted using the TRIzol reagent (Invitrogen) and were then treated by RNase-free DNase I (Takara) to remove the genomic DNA. mRNA libraries were constructed according to the standard protocols provided by Illumina. The quality of mRNA, including purity, quantity and integrity, was tested using Nanodrop, Qubit, and Agilent 2100 systems. The mRNA was enriched using Dynabeads oligos (dTs) (Dynal; Invitrogen) and fragmented using fragmentation buffer. Double-stranded cDNAs were synthesized using both reverse transcriptase (Superscript II; Invitrogen) and random hexamer primers and were further purified using AMPure XP beads. Finally, the purified double-stranded cDNA samples were further enriched by PCR to construct the final cDNA libraries that were sequenced using a HiSeq 4000 (150 bp paired ends) by Novogene (China). All raw sequence read data were uploaded to the NCBI Sequence Read Archive (SRA, http://www.ncbi.nlm.nih.gov/Traces/sra) under accession number GSE111937.

### Map sequencing results and differential expression analysis

Adaptor sequences and low-quality sequences were removed from the raw reads (Q < 20). The clean reads were aligned to the reference genome sequences of the tartary buckwheat (Pinku1) genome (http://www.mbkbase.org/Pinku1/) using TopHat (v2.0.12). The default parameters were used, allowing mismatches of no more than two bases. A reference-based assembly of all the reads was performed using the Cufflinks v2.1.1 reference annotation-based transcript (RABT) assembly method. The assembled transcript fragments were compared with the reference annotation to predict new genes and novel exons and to optimize gene structures using Cuffcompare.

Gene expression differences in the different sample pairs were detected using the DESeq package (v1.10.1). In this study, to investigate the genes involved in tartary buckwheat seed development, the two sample pairs (13 DPA vs 19 DPA and 19 DPA vs 25 DPA) were used to investigate the differentially expressed genes under different conditions. The P-value threshold was determined using the FDR for multiple tests [71]. The thresholds were set using an FDR ≤ 0.05 and the absolute value of log_2_ (fold change) with FPKM ≥ 1 to determine significant differences in gene expression. The FPKM was used to eliminate the influence of different gene lengths and sequencing discrepancies on the quantification of gene expression to ensure direct comparison of gene expression between different sample pairs [72].

### Functional classification of differentially expressed genes

An analysis of functional enrichment, including GO, was performed to identify which DEGs were significantly enriched in GO terms. GO enrichment of the DEGs was conducted using the GOseq R package (release 2.12). GO terms with a corrected P-value < 0.05 were considered significantly enriched by the differentially expressed genes. The GO annotations were functionally classified using WEGO software for gene function distributions. KOBAS software (v2.0) was used to identify the statistical enrichment of the differentially expressed genes in the KEGG pathways. The pathways with an FDR value of less than 0.05 were considered those genes showing significantly differential expression.

### Real-Time PCR confirmation of differentially expressed genes

Quantitative real-time PCR analysis was performed to confirm transcriptome results. The corresponding sequences of these genes were obtained from the tartary buckwheat (Pinku1) genome sequence database. The RT-qPCR primers were designed according to the transcript sequences of 20 genes using Primer3 software (http://frodo.wi.mit.edu/) (Additional file 1: Table S7). The *FtH3* gene was used as the internal control. RT-qPCR experiments were replicated at least three times.

First-strand cDNA was synthesized from 1 mg of DNase I-treated RNA samples in a 40 μL reaction solution with random primers, using a PrimeScript RT Reagent Kit with gDNA Eraser (TaKaRa). Standard RT–qPCR was performed using SYBR Premix Ex Taq II (TaKaRa) on a CFX96 Real Time System (BioRad). Data were analyzed by the 2^−(∆∆Ct)^ method to obtain relative mRNA expression data [73].

## Additional file

Additional file 1: **Figure S1.** DEGs related to flavonoid in three samples. **Figure S2.** DEGs related to starch in three samples. **Figure S3.** DEGs related to storage protein in three samples. **Table S1.** Quality of the RNA sequencing data. **Table S2.** Information of reads aligned to the reference genome sequence. **Table S3.** Pearson correlation between RNA-seq data from different samples. **Table S4.** List of genes were related to phytohormones during seed development. **Table S5.** List of genes were related to flavonoid during seed development. **Table S6.** Validation of the transcriptome data by qRT-PCR. **Table S7.** Primers sequences.

## Abbreviations

ABA: Abscisic acid
ABRE: ABA-responsive element
AGPase: ADP-glucose pyrophosphorylase
ARFs: Auxin response factors
AuxREs: Auxin-responsive promoter elements
BE: Branching enzyme
CHI: Chalcone isomerase
CHS: Chalcone synthase
DBE: Starch debranching enzyme
DEGs: Differentially expressed genes
DPA: Days postanthesis
DW: Dry weight
FDR: False discovery rate
FLS: Flavonol synthase
FPKM: Fragments per kilobase of transcripts per million mapped fragments
FW: Fresh weight
GA_3_: Gibberellin
GBSS: Granule-bound starch synthase
GO: Gene Ontology
HMW: High-molecular-weight
HPLC: High efficiency liquid chromatography
IAA: Indole-3-acetic acid
LMW: Low-molecular-weight
LSD: Least significant difference test
PAL: Phenylalanine ammonia-lyase
PCA: Principal component analysis
PP2Cs: 2C phosphatases
PVP: Polyvinylpyrrolidone
PYL10: Abscisic acid receptor
PYL4: Abscisic acid receptor
RNA-seq: RNA sequencing
RT-qPCR: Real-time Quantitative polymerase chain reaction
SS: Soluble starch synthase
SUS: Sucrose synthase
UGPase: UDP-glucose pyrophosphorylase
ZT: Zeatin

# Supplementary material for: Insights into the correlation between Physiological changes in and seed development of tartary buckwheat (Fagopyrum tataricum Gaertn.)
**Source:** BMC Genomics. 2018 Aug 31;19:648. doi: 10.1186/s12864-018-5036-8
**Supplement:** Supplementary file 1 — Figure S1. DEGs related to flavonoid in three samples. Figure S2. DEGs related to starch in three samples. Figure S3. DEGs related to storage protein in three samples. Table S1. Quality of the RNA sequencing data. Table S2. Information of reads aligned to the reference genome sequence. Table S3. Pearson correlation between RNA-seq data from different samples. Table S4. List of genes were related to phytohormones during seed development. Table S5. List of genes were related to flavonoid during seed development. Table S6. Validation of the transcriptome data by qRT-PCR. Table S7. Primers sequences.

**Title: Insights into the Correlation between Physiological Changes in and Seed Development of Tartary Buckwheat (*Fagopyrum tataricum* Gaertn.)**

**Running Title:** Tartary Buckwheat Seed Development

**Moyang Liu<sup>†</sup>, Zhaotang Ma<sup>†</sup>, Tianrun Zheng, Wenjun Sun, Yanjun Zhang, Weiqiong Jin, Junyi Zhan, Yuntao Cai, Yujia Tang, Qi Wu, Zizhong Tang, Tongliang Bu, Chenglei Li and Hui Chen<sup>\*</sup>**

<sup>†</sup>Contributed equally

**Co-authors email address:**

, , , , , , , , , , , , 

26 Additional file Figures:

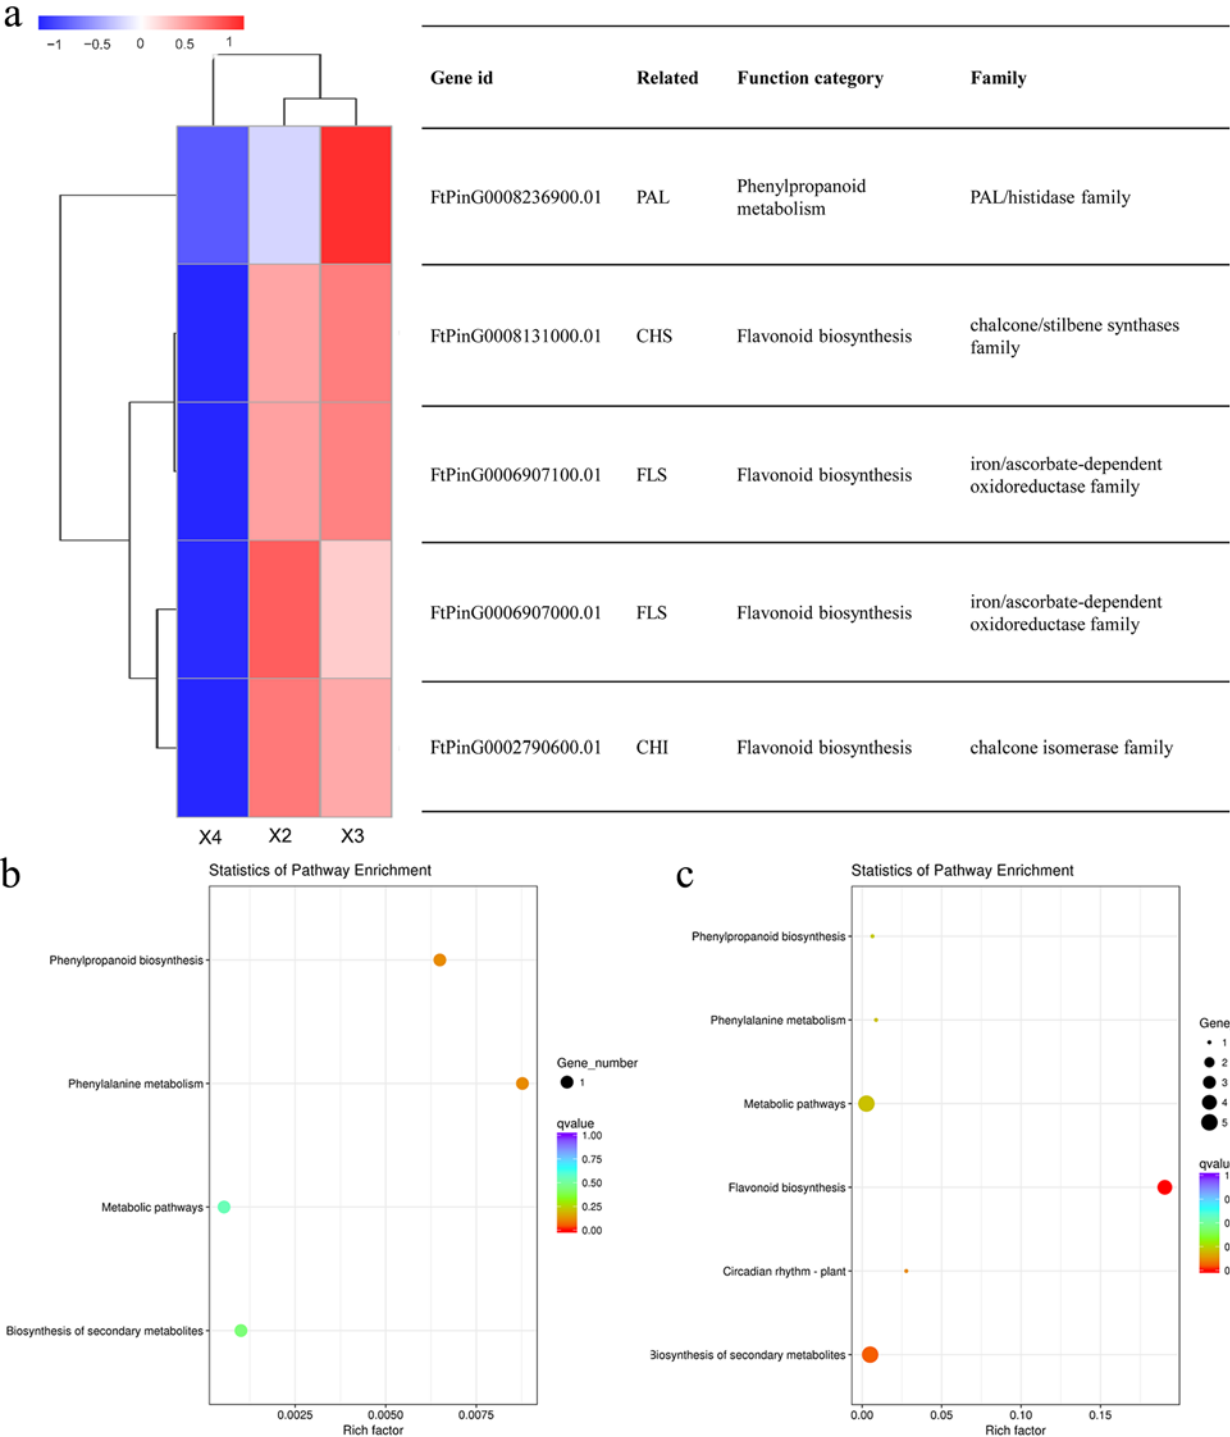

27 **Figure S1** DEGs related to flavonoid in three samples.

- 29 (a) Hierarchical cluster of the DEGs related to flavonoid in X2 (13 DPA), X3 (19 DPA), and X4 (25  
30 DPA). Red: high expression; Blue: low expression.
- 31 (b) Scatterplot of KEGG pathway enrichment in X2 (13 DPA) vs X3 (19 DPA) (FDR< 0.05).
- 32 (c) Scatterplot of KEGG pathway enrichment in X3 (19 DPA) vs X4 (25 DPA) (FDR< 0.05).
- 33 Rich factor is the ratio of the number of DEGs to the number of background genes in a KEGG  
34 pathway.

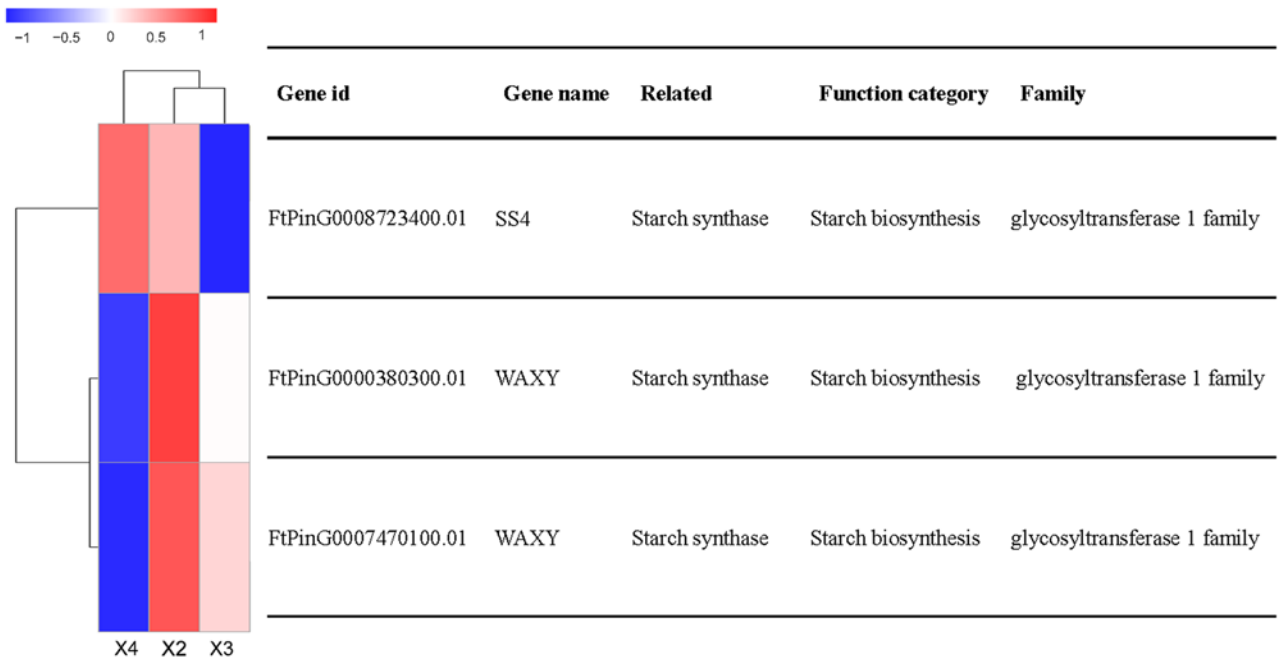

**Figure S2** DEGs related to starch in three samples. Hierarchical cluster of the DEGs related to starch in X2 (13 DPA), X3 (19 DPA) and X4 (25 DPA). Red: high expression; Blue: low expression.

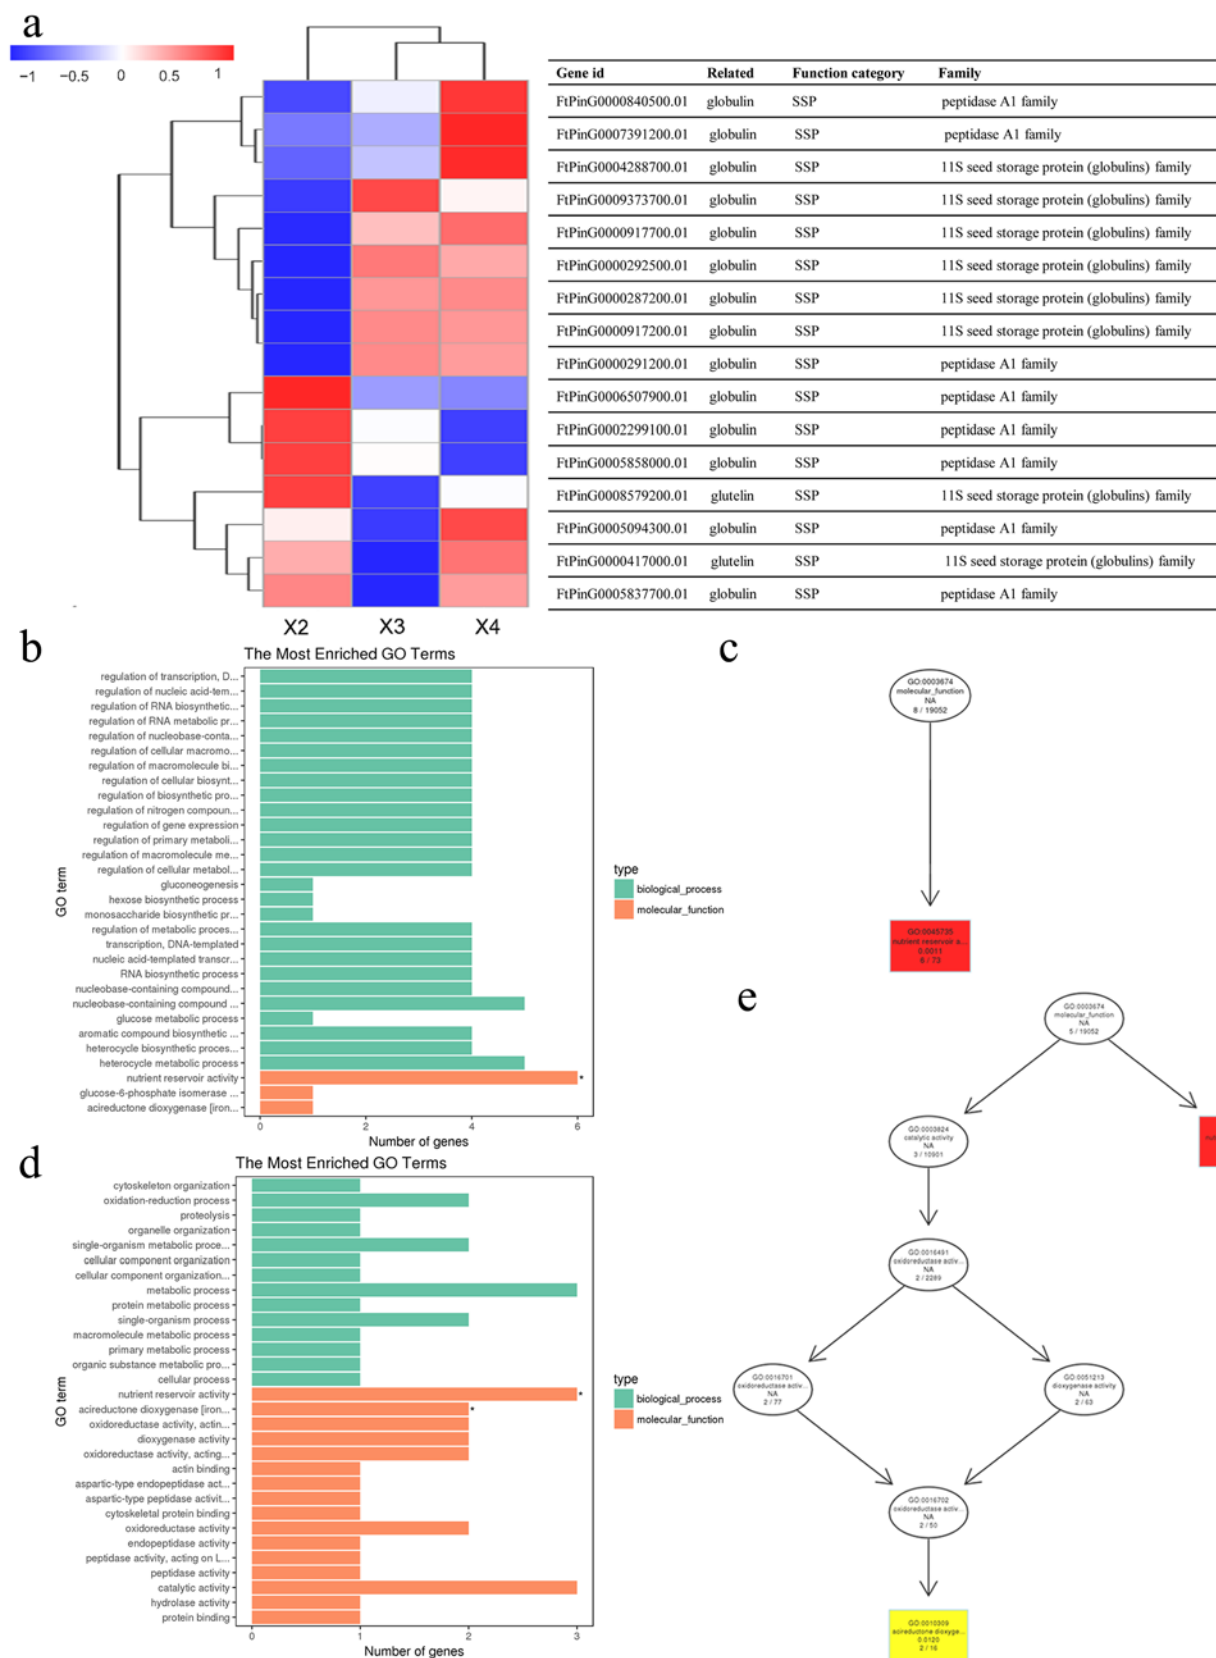

**Figure S3** DEGs related to storage protein in three samples.

(a) Hierarchical cluster of the DEGs related to storage protein in X2 (13 DPA), X3 (19 DPA), and X4 (25 DPA). Red: high expression; Blue: low expression.

(b) GO classification of DEGs in X2 (13 DPA) vs X3 (19 DPA) (FDR< 0.05). The top 30 enriched

GO classifications are listed. Stars above bars indicate the amounts of differentially expressed genes are significantly higher or lower than the amounts of genes in random samples from the GO classification of all genes.

(c) The DEGs related to storage protein enriched molecular function in X2 (13 DPA) vs X3 (19 DPA). The different color frames indicate the extent of significance. Red: extremely significant.

(d) GO classification of DEGs in X3 (19 DPA) vs X4 (25 DPA) (FDR< 0.05). The top 30 enriched GO classifications are listed. Stars above bars indicate the amounts of differentially expressed genes are significantly higher or lower than the amounts of genes in random samples from the GO classification of all genes.

(e) The DEGs related to storage protein enriched molecular function in X3 (19 DPA) vs X4 (25 DPA). The different color frames indicate the extent of significance. Yellow: significant; Red: extremely significant.

92 **Additional file Tables:**

**Table S1** Quality of the RNA sequencing data

94  
95  
96  
97  
98  
99  
100  
101  
102  
103  
104  
105  
106  
107  
108  
109  
110  
111

**Table S2** Information of reads aligned to the reference sequence

113  
114  
115  
116  
117  
118  
119  
120  
121  
122  
123  
124  
125  
126

**Table S3** Pearson correlation between RNA-seq data from different samples

**Table S4** List of genes were related to phytohormones during seed development.

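Table S4 gives for each phytohormone gene the mean FPKM of the 3 replicates at 13, 19 and 25 DPA. For the 276 genes matched in the deposited FPKM, 828 of the 828 values in the table equalled the mean of the replicates within 0.1%. The FPKM are shares of the library total, and the values of different stages carry no scaling between libraries.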

151

152

153

154

155

**Table S5** List of genes were related to flavonoid during seed development.

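Table S5 lists the flavonoid genes with their mean FPKM at the 3 stages, and 141 of the 141 values equalled the means of the deposited FPKM within 0.1%.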

157

158

159

160

161

162

163

**Table S6** Validation of the transcriptome data by qRT-PCR.

165

166

167

168

169

170

171

172

173

174

175

176

177

**Table S7** Primers of sequences.

How the deposited data were processed for this re-analysis (not part of the article)

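RNA was measured by paired-end sequencing in seeds of Tartary buckwheat at 13, 19 and 25 DPA, with 3 replicates per stage and 9 libraries. The counts per gene were made by the authors, as deposited, from reads with adaptors and low-quality sequence removed, aligned with TopHat to the Pinku1 genome, over the annotated genes and the new genes of a Cufflinks assembly. The FPKM were computed by the authors, as deposited, from the same counts, gene lengths and library totals, without a scaling factor between libraries. The counting tool, its strand setting and its treatment of reads with several matches are not given in the sources used here. The count file and the FPKM file hold the same 33940 genes, and 3719 of them had no count in any library. No reference genome was used.

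The libraries of replicates 1, 2 and 3 held 24102725, 25811462 and 22002318 counts at 13 DPA, 22756151, 23108799 and 22337188 at 19 DPA, and 22383404, 23625180 and 23689017 at 25 DPA. The median count of a gene with its SD over 3 replicates was 123 ± 13.6 at 13 DPA, 61.0 ± 10.4 at 19 DPA and 34.7 ± 6.43 at 25 DPA. A count of 0 in a library was read as allowing up to 3 counts, which covers counting error only. The common biological coefficient of variation over the libraries was 0.362.

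Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, robust quasi-likelihood fit and test over all 9 libraries, no block). The p-values were adjusted by Benjamini-Hochberg over the 23609 genes tested in each comparison, and 10331 genes were left out by the count filter. DEGs had an FDR of at most 0.05 and an absolute log2 fold change of at least 1. The fold limit is a reading of an incomplete sentence in the paper's methods, and other readings were tried as alternatives. The standard error of a log2 fold change was its size divided by the square root of the F statistic. The comparisons were 19 DPA vs 13 DPA, 25 DPA vs 19 DPA and 25 DPA vs 13 DPA. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

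The phytohormone, flavonoid and starch lists are those of the paper's Table S4, Table S5 and Table 3, and their members were also adjusted over each list alone. The genes named are those the paper names in its text and Table 2, those that could be read in Figs. 8m, 9c, 11a and S3a, and, for each of the paper's 2 comparisons, the gene with the largest fitted rise and the gene with the largest fitted fall among the unnamed DEGs with a mean FPKM of at least 10 in the higher stage and no overlap between replicates. The 10 genes with the largest share of the counts in a stage were followed as a group. Genes of Tables 3, S4 and S5 are named where a statement is about them. The values in the paper's tables had been seen when this rule was written.

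Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, total counts without factors, scaling without the 50 most abundant genes, no count filter, only the 6 libraries of a pair, the replicate number as a block, limma 3.58.1 on log2 FPKM with pseudocounts of 1 and 0.1 and without a filter, 3 other limits for a DEG, and each library left out in turn. The labels state that the stages were taken from 1 individual and the replicates from 3 plants, so the deviations of each library from its stage mean were correlated across genes, which are not independent replicates. Libraries of 13 and 19 DPA with the same number had r of 0.353, 0.494 and 0.590, and those with different numbers had r of -0.478 to -0.111. The fit without a block was kept, and the blocked fit is given as an alternative.

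The tools were tested on simulated data with 23609 genes, 200 of them changed by a log2 fold change of 2. In the design of 19 DPA vs 13 DPA, edgeR recovered 57.5% of the changed genes with 2.54% false calls, DESeq2 78.5% with 21.9%, limma 59.0% with 3.28% and edgeR with a block 50.5% with 3.81%. For 25 DPA vs 19 DPA the values were 61.0% with 5.43%, 79.0% with 32.5%, 58.5% with 5.65% and 52.0% with 4.59%. All stages were simulated around the same mean profile, so the share of the most abundant genes did not shift between stages as in the data. The spread of each gene was edgeR's own estimate, and libraries with the same number were not correlated. These rates therefore need not hold in the data, above all for limma on FPKM without scaling and for the block. Splits of the libraries of a pair other than the real split were fitted in the same way. Libraries with no difference between stages were simulated for the 2 pairs that share the 19 DPA libraries. The RT-qPCR, metabolite and enrichment results of the paper were not analysed here.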

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

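The counts over other splits of the libraries and the medians without the most abundant genes were tests chosen only after the results were seen.

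The paper names 2 comparisons of stages, and 13 DPA vs 25 DPA is not among them. Its total of DEGs is larger than these 2 comparisons can give together, so it may include calls between 13 and 25 DPA. Some of its statements on DEGs also run from 13 to 25 DPA. Between these stages 9964 DEGs were called, 3910 higher and 6054 lower at 25 DPA, and 3095 of them were called in no other pair. With total counts the number was 13982, of which 10.5% were higher at 25 DPA against 39.2% with TMM, so the balance of directions depends on the scaling. The median log2 fold change by totals alone, from stage means of log2 counts with 2 added, was -1.15, and -0.42 with the 50 most abundant genes left out, so these genes carry part of that shift. Other splits of the 6 libraries gave 0 DEGs, and 1 of the 10 splits, the real one, gave a number as large, and 10 splits are too few for this test to exclude chance. The development of the seeds between these stages stays open, and what in it lies behind the number was not tested.

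A gene of the starch list that the paper's text does not discuss, FtPinG0000359400.01, had a log2 fold change of -5.27 between 19 and 25 DPA (edgeR FDR 0.0373). It had 2143, 454 and 39259 counts at 19 DPA, and without 19 DPA replicate 3 the log2 fold change was -1.93 and was not called. The call was also lost without 13 DPA replicate 1 (-5.27), 13 DPA replicate 2 (-5.26), 25 DPA replicate 1 (-4.78) and 25 DPA replicate 2 (-4.79). A larger library does not account for the high count, since 19 DPA replicate 3 had the smallest total of its stage, 22337188. In replicate 3 the gene was also highest at 13 DPA, with 4621 counts, and at 25 DPA, with 664. FtPinG0009838000.01 of the same list was likewise highest in replicate 3 at each stage, with 54864, 49052 and 220 counts. A difference between plants, a variant against the reference or reads shared with a related gene may lie behind this, and none of these was tested. The starch list had 3 DEGs at this step, 1 without 13 DPA replicate 1, 19 DPA replicate 3 or 25 DPA replicate 1, and 5 without 19 DPA replicate 2. As many DEGs as the real split were given by 1 of 10 splits, which cannot exclude chance.

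In the flavonoid list, 20 genes that Table 2 does not list were DEGs, 8 of them between 13 and 19 DPA and 16 between 19 and 25 DPA. The flavonoid count between 13 and 19 DPA was 8, 7 higher and 1 lower at 19 DPA. With total counts it was also 8, but 4 of these were other genes, and 3 were higher and 5 lower. The count fell to 1 without 13 DPA replicate 1, to 2 without 13 DPA replicate 3, to 3 without 19 DPA replicate 1 or 2, to 4 without 19 DPA replicate 3 or 25 DPA replicate 3 and to 5 without 25 DPA replicate 1 or 2. As many DEGs were given by 1 of the 4 splits that part all 3 same-numbered pairs at this step, and by 1 of 10 splits between 19 and 25 DPA, and neither can exclude chance. Reads shared between members of these families were not tested and stay open, as does the difference between stages.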

How the results depend on the processing

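The alternatives in this part were all set before the data were examined, and no test was added after the results were seen. Each changed 1 choice, except DESeq2, which brought its own size factors and filter, and limma, which was the test where FPKM replaced counts and had no scaling between libraries and another filter.

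The DEGs between 13 and 25 DPA, the DEGs of any pair, the flavonoid DEGs between 19 and 25 DPA and the number of named results that were called (40 of 54) stayed within 1.5 times their values under all 23 alternatives. For DEGs between 19 and 25 DPA and phytohormone DEGs at that step, with 6793 and 71, limma on log2(FPKM + 1) without a filter was the exception, with 4291 and 46. RLE and upper-quartile factors, scaling without the 50 most abundant genes, no count filter and the 3 other limits for a DEG moved no count by more than 1.5 times.

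The 2024 DEGs between 13 and 19 DPA became 3282 with DESeq2, 7955 with total counts, 1303 with only the 6 libraries of the pair, and 6410, 7986 and 6046 with limma on log2(FPKM + 1), on log2(FPKM + 0.1) and without a filter. In the same order the 845 shared DEGs became 1470, 2802, 487, 1824, 2747 and 1548. The 22 phytohormone DEGs, 10 higher and 12 lower at 19 DPA, became 38 with DESeq2, 78 with total counts (4 higher, 74 lower), 35 with the replicate block, and 74, 85 and 72 with the limma fits. The 8 flavonoid DEGs became 3 with only the 6 libraries, and with total counts 8 were called, of which 4 were among the 8 called with TMM. Starch DEGs between 13 and 19 DPA were 0 by edgeR (1 gene at an unadjusted p under 0.05) and 0 by DESeq2, and became 5 with total counts and 5, 5 and 5 with the limma fits, while those between 19 and 25 DPA went from 3 to 5 with DESeq2. Total counts and FPKM share the lack of a scaling factor, which lowers most genes at 19 DPA, and the 6 libraries give fewer samples to the fit. For the rest, the cause was not tested.

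Leaving out each library in turn gave 402 (without 13 DPA replicate 1) to 3065 (without 13 DPA replicate 2) DEGs between 13 and 19 DPA, with 724 without 13 DPA replicate 3 and 1037, 672 and 1178 without 19 DPA replicates 1, 2 and 3. Shared DEGs ran from 187 to 1334 without the same 2 libraries, with 319 without 13 DPA replicate 3 and 372, 351 and 380 without the 19 DPA replicates. Phytohormone DEGs ran from 5 to 38 without the same 2 libraries, with 9 without 13 DPA replicate 3 and 11, 6 and 12 without the 19 DPA replicates. Flavonoid DEGs ran from 1 to 10 without the same 2 libraries, with 2 without 13 DPA replicate 3, 3, 3 and 4 without the 19 DPA replicates and 5, 5 and 4 without the 25 DPA replicates. Starch DEGs ran from 0 to 1 (without 19 DPA replicate 3) between 13 and 19 DPA, and between 19 and 25 DPA from 1 (without 13 DPA replicate 1, 19 DPA replicate 3 or 25 DPA replicate 1) to 5 (without 19 DPA replicate 2). The cause was not tested.

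Of the values of single genes under the alternatives, 1108 kept direction and side of the limits, 87 fell below a limit, 36 passed it and 11 changed sign. The signs changed between 13 and 19 DPA for 3 genes that were not called there. FtPinG0008723400.01 had 0.30, and -0.51 with total counts, and -0.47, -0.51 and -0.47 with the limma fits on log2(FPKM + 1), on log2(FPKM + 0.1) and without a filter. FtPinG0002790600.01 had 0.44, and -0.38 with total counts and -0.39, -0.40 and -0.39 with the same limma fits. FtPinG0006907000.01 had -0.14 and ran from -0.73 to 0.10 over the libraries left out, positive without 13 DPA replicate 1 (0.02), 19 DPA replicate 1 (0.08) or 19 DPA replicate 3 (0.10). With total counts the median of all genes tested at this step also moved, from -0.03 to -0.85. The sign changes of FtPinG0008723400.01 and FtPinG0002790600.01 go with this lowering of most genes, since total counts and FPKM both lack a scaling factor. The cause of the changes of FtPinG0006907000.01 over the libraries left out was not tested. Of the 9 rutin pathway genes, 6 were positive at this step with TMM and 2 with total counts.

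With the replicate block the 2024 DEGs between 13 and 19 DPA became 2743, with 1441 higher and 1302 lower at 19 DPA in place of 970 and 1054, and the 845 shared DEGs became 1229. The larger direction at this step also changed with DESeq2 and without 13 DPA replicate 2, 19 DPA replicate 1 or 19 DPA replicate 3. The replicate block changed the call of FtPinG0006907100.01 between 13 and 19 DPA (1.04, edgeR FDR 0.0482, over a range of 0.0251 to 0.514), and of the genes of Figs. 8m and S3a it also called FtPinG0008443000.01 (-1.55), FtPinG0004378100.01 (1.61), FtPinG0000417000.01 (-1.57) and FtPinG0002299100.01 (-2.24). Same-numbered libraries of 13 and 25 DPA had deviations with r of -0.03, 0.01 and 0.13, and those of 19 and 25 DPA 0.03, 0.03 and 0.20, so the number was not taken to pair them. Between 19 and 25 DPA the blocked fit also called FtPinG0008579200.01 (1.04), FtPinG0004288700.01 (2.85), FtPinG0003900700.01 (-1.39), FtPinG0005837700.01 (3.16) and FtPinG0009838000.01 (-5.13), and did not call FtPinG0001398200.01 and FtPinG0002353900.01 (-0.96).

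Depth limits the genes with few counts. Of the genes the figures name, FtPinG0001338600.01, FtPinG0001398200.01 and FtPinG0007966400.01 had 0 counts in every library of 25 DPA, so up to 3 counts per library are not excluded for each.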

Differences from the paper's values

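The paper gives 5 DEGs related to rutin biosynthesis, and 24 genes of its flavonoid list were called here in 13 vs 19 DPA or 19 vs 25 DPA. The list of 47 genes is wider than the paper's group of rutin genes. The paper's counts of DEGs by class add to the whole list, and 24 of the 47 were called. Under every one of the 23 alternatives set before the data were examined, the number here, from 18 to 27, stayed more than 1.5 times the paper's.

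For the genes of Table 2 the paper's log2 fold changes have the earlier stage over the later one. On that scale the values here are -1.38 for FtPinG0008236900.01, against the paper's -1.3996, and 2.66, 3.21, 2.06 and 2.48 for FtPinG0006907000.01, FtPinG0008131000.01, FtPinG0006907100.01 and FtPinG0002790600.01, against the paper's 2.7036, 3.2498, 2.0989 and 2.5141.

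The paper lists FtPinG0008236900.01 as a DEG between 13 and 19 DPA, and it was not called here (edgeR FDR 0.0665). It was called with DESeq2 (0.0101) and without 13 DPA replicate 2 (0.0171), over a range of 0.0101 to 0.214.

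The paper calls 2 genes of ABA degradation downregulated between 19 and 25 DPA. FtPinG0003614600.01 was lower, with a log2 fold change of -4.04. FtPinG0002387400.01 was higher, with 1.82, and was called as higher under all 23 alternatives. Whether the paper's word follows the scale of its Table 2, earlier over later stage, is not stated. On that scale FtPinG0002387400.01 would be downregulated and FtPinG0003614600.01 upregulated. On either reading, 1 of the 2 genes differs from the paper.

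The paper states that SS4, FtPinG0008723400.01, was upregulated between 19 and 25 DPA and counts it among the starch DEGs. It rose by 0.92 here and stayed under the fold limit. It was called without 25 DPA replicate 3 (1.01), with no fold limit and with an FPKM limit in place of the fold limit. The third starch DEG here was FtPinG0000359400.01, with -5.27, beside FtPinG0007470100.01 and FtPinG0000380300.01, which were lower as the paper states.

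The paper states that the glutelin genes FtPinG0000417000.01 and FtPinG0008579200.01 were upregulated between 19 and 25 DPA. The former was called, with 3.27. The latter had 0.99 and was not called, except with the replicate block (1.04).

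The paper names FtPinG0004288700.01 as the gene that was upregulated between 19 and 25 DPA among the 11S globulin genes. It had 2.47 and was not called, and of these 6 genes edgeR called 0 at this step, with 1 at an unadjusted p under 0.05, while DESeq2 and limma on log2(FPKM + 1) called 1 each. FtPinG0004288700.01 was called with DESeq2 (2.45), the replicate block (2.85), limma on log2(FPKM + 1) with and without a filter (1.03), limma on log2(FPKM + 0.1) (2.36) and without 19 DPA replicate 2 (4.43). If the statement covers all globulin genes, FtPinG0000840500.01 (1.80), FtPinG0007391200.01 (4.47) and FtPinG0005094300.01 (3.87), of the peptidase A1 family, were also called as higher.

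The paper states that the 11S globulin genes rose mainly between 13 and 19 DPA. Of the 6 genes, 6 had a positive log2 fold change and an unadjusted p under 0.05 at that step, 1, FtPinG0000287200.01, was called, and DESeq2 called 6. FtPinG0009373700.01, FtPinG0000917700.01, FtPinG0000292500.01 and FtPinG0000917200.01 were called with DESeq2, with total counts and without 13 DPA replicate 2 (3.73, 3.64, 2.75 and 3.11), and limma on log2(FPKM + 1) called the first and the second of these, as limma on log2(FPKM + 0.1) did for the second.

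The paper presents the storage protein genes of Figure S3a as DEGs. Of the 16 genes that could be read, 9 were called in 13 vs 19 DPA or 19 vs 25 DPA, and 13 between 13 and 25 DPA. The 7 not called at either step are FtPinG0004288700.01, FtPinG0009373700.01, FtPinG0000917700.01, FtPinG0000292500.01, FtPinG0000917200.01, FtPinG0008579200.01 and FtPinG0005837700.01. Apart from the settings given above, FtPinG0004288700.01 was called between 13 and 19 DPA with DESeq2 (3.99), FtPinG0008579200.01 was called lower at 19 DPA than at 13 DPA with total counts (-1.44) and limma (-1.34 to -1.32), and FtPinG0005837700.01 was called between 19 and 25 DPA with the replicate block (3.16) and without 19 DPA replicate 2 (4.28).

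The paper presents 18 auxin genes as DEGs, and 17 were called here in 13 vs 19 DPA or 19 vs 25 DPA. FtPinG0001338600.01 was called in neither. It was called between 13 and 19 DPA without 19 DPA replicate 2 and with limma on log2(FPKM + 1) with and without a filter (-2.61) and on log2(FPKM + 0.1) (-4.48), and between 19 and 25 DPA with DESeq2 and without 19 DPA replicate 3. It had 125, 119 and 175 counts at 13 DPA, 2, 38 and 0 at 19 DPA and 0 in every library of 25 DPA, so no fitted fold change is given.

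The paper describes the replicates of 19 DPA as the most tightly clustered. The mean distance between replicates was 77.2 at 25 DPA, 104 at 19 DPA and 112 at 13 DPA. It was lowest at 25 DPA also with a pseudocount of 0.1, after scaling to unit variance, with log2 CPM (124, against 126 at 13 DPA), with genes of mean FPKM of at least 1 and without each library in turn.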

Other observations

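The tests of explanations in this part, the splits included, were chosen only after the results were seen.

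With total counts as the only scaling, the median log2 fold change was -0.84 between 13 and 19 DPA and -0.30 between 19 and 25 DPA, from stage means of log2 counts with 2 added (-0.85 and -0.32 when fitted in edgeR). For the first step it came to -0.45 with the 10 most abundant genes left out of the totals, -0.19 with 50, -0.09 with 200 and -0.05 with 500, which is consistent with a few genes taking most of the counts as the source of this lowering. For the second step it came only to -0.22 with 50 and -0.19 with 500 left out, which argues against these genes as the whole source. A difference between stages in the RNA of many genes stays open there.

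Between 19 and 25 DPA more DEGs fell than rose, with 2189 higher and 4604 lower. Among the shortest, middle and longest genes 29.3%, 31.7% and 35.9% of the DEGs rose, so fallers outnumbered risers in each group, which argues against gene length. The mean total of 25 DPA was 1.02 times that of 19 DPA, which argues against library size. Part of the excess depends on the fold limit, since 42.2% rose with no fold limit (3933 higher, 5394 lower) and 44.8% with an FPKM limit in its place (3828 and 4725), against 32.2%. With total counts 18.1% rose, but that scaling moves all genes towards lower at 25 DPA (median -0.32 against -0.02 with TMM), so it does not tell whether TMM adds to the excess. RLE factors gave 32.2%, scaling without the 50 most abundant genes 32.3% and upper-quartile factors 27.1%, so fallers outnumbered risers under every scaling that was run. These factors, like TMM, set the libraries to the bulk of the genes, so a shift of that bulk stays open, as does the difference between stages, which is untested.

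The other splits of the libraries gave 0 DEGs in each comparison. Between 13 and 19 DPA, 1 of the 4 splits that part all 3 same-numbered pairs gave as many DEGs as the real split, which is the real one, and the same held for phytohormone DEGs. Between 19 and 25 DPA, 1 of 10 splits did so for all DEGs and for phytohormone DEGs. So few splits could not have excluded chance in any of these, whatever the counts.

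Libraries of 13 and 19 DPA with the same replicate number deviated from their stage means together. The lowest r of the 3 pairs was 0.353, and it was 0.317 with all libraries drawn down to 22002318 counts and 0.356 with the trend on gene length removed, which argues against library size and gene length. It was 0.352 without the 50 most abundant genes, but so few of 23609 genes can hardly move a correlation across genes, so this decides nothing about a few genes taking most of the counts. With the differences between stages regressed out the pairs had 0.270, 0.359 and 0.554. Straight differences between stage means need not capture all that differs between plants at different points of development, so this does not decide whether development is the whole source. Plants at different points of development, as the whole or part of the source, cannot be told apart from other differences between plants. The deviations of the 19 DPA libraries had r of -0.38, 0.464 and -0.25 with the change from 13 to 25 DPA, and those of 13 DPA had -0.24, 0.20 and -0.05 with the change from 19 to 25 DPA, and there were only 3 plants. Whether the number marks the plant is not stated in the labels, so a shared plant, or a shared date of preparation, stays open as a hypothesis.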
